# Relaxin reverses inflammatory and immune signals in aged hearts

**DOI:** 10.1371/journal.pone.0190935

**Published:** 2018-01-18

**Authors:** Brian Martin, Beth Ann Gabris-Weber, Rajiv Reddy, Guillermo Romero, Ansuman Chattopadhyay, Guy Salama

## Abstract

**Background:**

‘Healthy’ aging drives structural and functional changes in the heart including maladaptive electrical remodeling, fibrosis and inflammation, which lower the threshold for cardiovascular diseases such as heart failure (HF) and atrial fibrillation (AF). Despite mixed results in recent clinical trials, Relaxin-therapy for 2-days could reduce mortality by 37% at 180-days post-treatment, in patients with acute decompensated HF. Relaxin’s short life-span (hours) but long-lasting protective actions led us to test the hypothesis that relaxin acts at a genomic level to reverse maladaptive remodeling in aging and HF.

**Methods and results:**

Young (9-month) and aged (24-month), male and female F-344/Brown Norway rats were treated with relaxin (0.4 mg/kg/day) for 2-weeks delivered by subcutaneous osmotic mini-pumps or with sodium acetate (controls). The genomic effects of aging and relaxin were evaluated by extracting RNA from the left ventricles and analyzing genomic changes by RNA-sequencing, Ingenuity Pathway Analysis, MetaCore and tissue immunohistochemistry. We found that aging promotes a native inflammatory response with distinct sex-differences and relaxin suppresses transcription of multiple genes and signaling pathways associated with inflammation and HF in both genders. In addition, aging significantly increased: macrophage infiltration and atrial natriuretic peptide levels in female ventricles, and activation of the complement cascade, whereas relaxin reversed these age-related effects.

**Conclusion:**

These data support the hypothesis that relaxin alters gene transcription and suppresses inflammatory pathways and genes associated with HF and aging. Relaxin’s suppression of inflammation and fibrosis supports its potential as a therapy for cardiovascular and inflammation-related diseases, such as HF, AF and diabetes.

## Introduction

Aging is a major risk factor for atrial fibrillation (AF) [1] and heart failure (HF), [2] which may reach pandemic proportions due to an increasingly aging population, estimated to reach 70 million people over the age of 65 in the United States by 2030.[3] HF is defined as the inability of the heart muscle to pump enough blood to meet the energy demands of the body [4], and aging is associated with multiple maladaptive vascular and cardiac structural, electrical and functional changes that increase the susceptibly to HF, AF and other cardiovascular diseases (CDs). [3, 5] Structural remodeling in aging includes: increases in vascular stiffness, left ventricular (LV) and aortic wall thickness [3], fibrosis [6] and myocyte hypertrophy that promote diastolic dysfunction, coronary heart disease, [3] AF [7] and HF. [6] In sum, age-related maladaptive responses lower the threshold for CD development. [6] Recent evidence posits that aging brings-on the gradual development of a chronic, low-grade inflammation, termed “inflammaging” which is possibly the greatest risk factor for many age-related diseases. [8] Chronic inflammation can result from failed resolution of an injury by the body or stimuli resulting in asymptomatic responses.[9] Inflammation has been linked to multiple CDs including myocardial infarction, resulting in increased leukocyte infiltration that leads to pathological left ventricular (LV) remodeling.[10] In addition, complement cascade activity can be activated in the presence of pathogens or tissue injury and has been linked to higher hospitalizations and mortality in ischemia/reperfusion studies, [9, 11] and to inflammation associated with insulin resistance and type II diabetes. [12] Interleukin (IL)-1 and IL-6 have been linked to cardiac hypertrophy, reduced contractility, increased arrhythmia susceptibility, increased C-reactive protein, coronary artery disease [13] and raise stroke risk, while tumor necrosis factor alpha (TNFα) is associated with LV dilatation and dysfunction and HF progression. [14–16] In addition to inflammatory markers of disease, multiple markers are used clinically to determine HF progression and prognosis. Brain natriuretic peptide (BNP, *gene*: *NPPB*) is a marker of HF, is indicative of hemodynamic wall stress and is a risk factor for AF and HF. [15, 17, 18] Like BNP, atrial natriuretic peptide (ANP, *gene*: *NPPA*) is a marker of congestive HF [19] and growth differentiation factor (GDF)-15 is implicated in HF and inflammatory and oxidative stress. [18, 20] Clinical trials that suppressed the inflammatory-related cytokine, TNFα, have yielded disappointing results in chronic HF patients. TNFα chelation had no effect on primary endpoints of hospitalization and death, leading investigators to hypothesize a large degree of redundancy in the immune response related to HF, so that targeting a single cytokine may prove to be ineffective. [11] Studies in patients with rheumatoid arthritis using tocilizumab to block IL-6 signaling through the IL-6 receptor have shown beneficial effects, though resulted in side-effects including pro-atherogenic dyslipidemia and increased low density lipoprotein (LDL), [13] which is associated with increased risk of coronary artery disease. [21]

Although age is a major risk factor for inflammation, AF and HF, [8, 22, 23] with few exceptions [23–25] there is a noticeable paucity of genetic studies on how global gene expression is altered in normal, ‘healthy’ cardiac aging. Many were done in mice despite the challenge of comparing age-related gene expression patterns in mice and man. Yet, differences in mice may be due to a non-uniform rate of aging in mice.[24] since other studies identified aging gene expression signatures that are conserved in mice, rats and humans, namely, inflammation and the immune response. [23]. This suggests that genomic studies of inflammation in rodents may be relevant to the development of therapies for disorders related to age and inflammation. Furthermore, the challenges of using mouse models of aging are largely dispelled through the use of the F-344 Brown/Norway rat model from the National Institute of Aging, which has been developed and used extensively to study the effects of aging due to its homogeneous and linear rate of aging, increased cardiac collagen production and increased susceptibility to atrial fibrillation and systolic and diastolic dysfunction; all hallmarks of human aging. [7, 26, 27]

Relaxin (RLX), a hormone of pregnancy, has shown significant cardiovascular benefits including a significant reduction in AF susceptibility in aged [5] and hypertensive [28] rats, primarily through a reversal of fibrosis and an increase in voltage gated sodium channels, Nav1.5, and its current, I_Na_. In phase II clinical trials, RLX reduced 180-day cardiovascular and all-cause mortality in acute decompensated HF patients after 48-hour RLX infusion; [29, 30] however, recent Phase III clinical trials failed to meet the primary endpoint of reduced mortality in HF patients (https://www.novartis.com/ news release, March 2017), though details are yet to be published. In spite of these results, RLX has been shown to be a potent anti-fibrotic through regulation of fibroblast activation, collagen secretion and reductions in pro-fibrotic transcripts,[5, 31] a suppressor of AF through a combination of structural and electrical cardiac remodeling,[5, 28] and to increase vascular compliance and reduce systemic vascular resistance.[31, 32] In addition, we report here RLX’s anti-inflammatory actions, suggesting that RLX acts on multiple signaling pathways and may be a therapy for various diseases associated with these pathological conditions. Despite growing evidence of RLX’s beneficial effects,[5, 28, 33–35] the mechanisms underlying these effects remain unclear. In RELAX-AHF trials, RLX serum concentrations rose rapidly, levelled off after 4 hours of infusion, and decreased quickly post-infusion.[36] The short lifespan of RLX (~2hrs) suggests that the long-term benefits of RLX stem from long-lasting genomic effects rather than an improvement of hemodynamics at the time of infusion.[37] Here, we test the hypothesis that RLX acts at the genomic level to modify HF and AF related genes and signaling pathways that are activated or inhibited in ‘healthy/normal’ aging. We show that aging significantly increases gene transcription of multiple pro-inflammatory and HF related genes and signaling pathways. Significantly, we show that RLX reverses the effects of aging in both genders through genetic regulation of these pathways and that aging increases macrophage accumulation in females, but not male left ventricles, which is reversed by RLX treatment. These data provide evidence in support of RLX as a therapy for a plethora of inflammatory diseases through its regulation of multiple cytokines and signaling pathways.

## Materials and methods

### Animal model

Young (9-month-old) and aged (24-month-old) male and female F-344/Brown Norway rats were obtained from the National Institute of Aging. Rats were treated with vehicle (sodium acetate) or RLX (400 μg/kg/day) for 14 days via subcutaneous osmotic mini pumps. Left ventricular tissue was snap frozen in liquid nitrogen and stored at -80 degrees Celsius until use. Studies were performed in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the University of Pittsburgh.

### RNA-sequencing

Three animals were analyzed from male groups and four animals from female groups (24-month-old ± RLX, 9-month-old ± RLX). A total of 1 μg of RNA was sent to the University of Pittsburgh Genomics Core for sequencing and library preparation. Library preparation was performed using the TruSEQ Stranded Total RNA Sample Preparation Kit (Illumina, San Diego, CA) according to manufacturer’s instructions. Following removal of ribosomal sequences, RNA was fragmented for 8 minutes and reverse transcription performed. Double stranded cDNA was subjected to 3’ adenylation and ligation of sequencing adapters. Sequencing was carried out on a NextSeq 500 (Illumina) for 2 x 75 bp paired end reads. Loading concentration was 1.4 pM for females and 1.2 pM for males.

### RNA-sequencing analysis

Raw transcript data was imported into Biomedical Genomics Workbench 3.0.1 and reads were mapped to the rat reference genome. Differentially expressed genes (DEGs) used in pathway analysis were determined between old and young rats with and without RLX using filters to select genes with Reads Per Kilobase of transcript per Million, RPKM ≥ 1, absolute fold change (FC) > 1.5 using total gene count and a *false discovery rate* (FDR) ≤ 0.05. Fisher’s exact test was used to test for pathway significance. Activation (z-score > 2, orange bars) or inhibition (z-score < 2, blue bars) of each pathway was determined by *Ingenuity Pathway Analysis* (IPA) and is a measure of experimentally determined gene expression changes reported in the literature. For reporting of individual genes, data are presented as FC with p-value and FDR. DEGs filtered for pathway analysis were imported into Ingenuity Pathway Analysis and MetaCore to determine signaling pathways and upstream regulators affected by aging or RLX treatment. Aging studies were carried out by comparing RNA-seq data from 24-month old untreated (UNT) vs. 9-month old UNT rats. RLXs effect was measured by comparing 24-month-old + RLX vs. 24-month-old UNT rats. The data from this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO), and are accessible via GEO series number GSE106377 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106377.

### Immunofluorescence

Male (n = 3-4/group) and Female (n = 5/group) left ventricular tissue were thawed and fixed in 2% PFA at room temperature and left in 30% sucrose for 24 hours at 4 degrees Celsius. LV tissue sections (7 μm) were placed in 0.1% Triton 100-x for 10 minutes. Sections were blocked with 2% BSA for 30 minutes followed by a 90-minute incubation with primary antibodies, rabbit-anti-F4/80 polyclonal (Thermo Fischer, PA5-21399), mouse-anti-CD4 monoclonal (BioRad, MCA55GA), and mouse-anti ANP monoclonal (Santa Cruz Biotechnology, sc-515701) antibodies. Sections were washed 3x 5minutes and incubated with secondary antibodies for 45 min and another wash. Finally, sections were stained for 1 minute with DAPI and coverslips mounted with gelvatol. Images were taken on an Olympus Fluoview inverted confocal microscope at 60x magnification. Image parameters were obtained for one image and kept constant throughout imaging. Images were analyzed using ImageJ software and only circular staining with a clear association with a nucleus were included in the macrophage and T-cell analysis. ANOVA was used to determine statistically significant differences between groups with Tukey’s post hoc analysis. Data is presented as mean ± SEM. P<0.05 was considered statistically significant.

## Results

### Effects of aging and relaxin on biomarkers of AF and HF

In the clinical setting, several markers have been associated with the severity and/or mortality of AF and HF patients. In a proteomics study of AF, Lind et al [15] reported an association of multiple proteins with AF using two cohorts. The primary cohort included both genders and a validation cohort included only males. It is interesting to note that they reported thirteen AF associated proteins in the mixed gender cohort, but merely 5 in the male only cohort, suggesting marked gender differences. Table 1 lists age and RLX-dependent transcription changes of multiple markers thought to be involved in AF and HF development. [14–18, 38–41]

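Left ventricles of F-344/Brown Norway rats were profiled by sequencing of total RNA after removal of ribosomal sequences, with stranded libraries and paired-end reads on a NextSeq 500. The groups used here were 24-month-old controls, 24-month-old rats treated with RLX and 9-month-old controls, with 4 rats per group in females and 3 rats per group in males. RLX or vehicle was delivered for 14 days by subcutaneous mini pump. The authors mapped the reads with Biomedical Genomics Workbench 3.0.1 to the rat reference genome, whose build is not given in the sources used here, and deposited total counts and RPKM for 26597 genes in each of the 21 libraries.

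Total counts in females ranged from 13793068 to 15857194 (median 15070106) with RLX, from 13619241 to 16937783 (median 14649030) in 24-month controls and from 15233787 to 17861724 (median 15779136) in 9-month controls. In males they ranged from 11997512 to 15209797 (median 13415013) with RLX, from 13143608 to 19027947 (median 16218801) in 24-month controls and from 12278848 to 12758653 (median 12613098) in 9-month controls. Of the genes listed to check the sex, Ddx3y, which the tables place on chromosome 13, was under 0.43 CPM in every female library and above 1.05 CPM in every male library, while Eif2s3y, which they place on the X chromosome, did not separate the sexes (141 to 183 CPM in females and 99.9 to 153 CPM in males).

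From these counts, aging was taken as 24-month controls against 9-month controls and the RLX effect as treated against control 24-month rats, within each sex. Each comparison was tested on its own with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, with Benjamini-Hochberg adjustment over the 12220 to 12696 genes tested. A DEG had to reach the thresholds that the paper states, which are an FDR of at most 0.05, an absolute fold change above 1.5 and an RPKM of at least 1, with the last taken here as the mean of either group. Gene levels are given as CPM, counts scaled by the TMM-normalized library size over the 21 libraries, with log2 fold changes and their standard errors (SE) from the fit. Each of 41 gene lists fixed before the data were examined was compared with all other genes by camera with a preset correlation between genes of 0.01, and its adjusted p is given beside the one found with an estimated correlation. An exact permutation test of 4 rats against 4 can reach p = 0.0286 (2-sided), and one of 3 against 3 only p = 0.1. Among all genes tested, the 2 groups did not overlap in CPM for 14.13% in female aging and 7.998% with RLX in females. The shares were 14.26% in male aging and 19.92% with RLX in males.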

**Table 1:** CD related genes.

RNA-seq analysis of cardiovascular disease related genes				
	Female Fold Change (p-value, FDR)		Male Fold Change (p-value, FDR)	
Gene	Aging	RLX	Aging	RLX
**IL-1β**	-1.24 (ns)	1.48 (ns)	-1.69 (0.02, ns)	-3.54 (<0.0001, <0.01) ✓✓
**IL-6**	1.82 (0.03, ns) ✓	-1.81 (0.04, ns) ✓	1.15 (ns)	-4.35 (<0.0001, 0.01) ✓✓
IL-6RA	1.09 (ns)	-1.20 (ns)	-1.10 (ns)	1.21 (ns)
CRP	Undetected	Undetected	Undetected	Undetected
TNFα	-1.63 (ns) ✓	2.67 (<0.01, ns) ✓	-1.87 (<0.01, ns) ✓	-1.82 (0.03, ns) ✓
**NPPB**	1.00 (ns)	1.28 (ns)	1.43 (0.04, ns) ✓	-1.84 (<0.0001, 0.01) ✓✓
**NPPA**	10.48 (<0.0001, <0.0001) ✓✓	-2.95 (0.01, ns) ✓	1.37 (ns)	-1.36 (ns)
**GDF-15**	-1.45 (0.07, ns)	1.37 (ns)	1.40 (ns)	-3.58 (<0.0001, 0.03) ✓✓
SPP1	2.64 (<0.01, ns) ✓	-2.24 (<0.01, ns) ✓	-1.10 (ns)	-3.42 (<0.01, ns) ✓
CST3	1.35 (0.01, ns)	-1.47 (0.04, ns)	1.02 (ns)	-1.46 (<0.01, ns)
**IFNG**	6.10 (<0.0001, <0.01) ✓✓	-3.25 (<0.01, ns) ✓	-2.48 (0.03, ns) ✓	1.09 (ns)
FGF-23	1.41 (ns)	-1.14 (ns)	-4.44 (<0.01, ns) ✓	1.28 (ns)
FABP4	1.25 (ns)	-1.09 (ns)	1.81 (<0.01, ns) ✓	-1.03 (ns)
CSTB	1.28 (0.02, ns)	-1.18 (ns)	1.39 (ns)	-1.47 (ns)
IL-1RA	1.78 (<0.01, ns) ✓	-1.32 (ns)	2.11 (0.04, ns) ✓	-2.12 (0.03, ns) ✓
TNF-R1	-1.34 (0.04, ns)	1.14 (ns)	-1.16 (ns)	-1.16 (ns)
TNF-R2	1.05 (ns)	-1.17 (ns)	-1.19 (ns)	1.18 (ns)
Plaur_1	1.2 (ns)	-1.6 (0.02, ns) ✓	-1.21 (ns)	-1.39 (ns)
Plaur_2	1.77 (ns)	-1.76 (ns)	1.85 (ns)	-5.56 (<0.01, ns) ✓
Plaur_3	2.65 (0.01, ns) ✓	-3.55 (<0.01, ns) ✓	-1.2 (ns)	-5.29 (0.01, ns) ✓
CSF-1	1.4 (<0.01, ns)	-1.18 (ns)	1.23 (ns)	1.21 (ns)
AM	1.42 (0.01, ns)	-1.25 (ns)	1.06 (ns)	-1.14 (ns)
TNNT2_1	-1.05 (ns)	1.21 (ns)	1.3 (ns)	-1.53 (<0.01, ns) ✓
TNNT2_2	-1.13 (ns)	1.2 (ns)	1.26 (ns)	-1.26 (ns)
**LDLR**	-1.91 (<0.01, 0.05) ✓✓	1.56 (0.01, ns) ✓	-2.52 (<0.01, ns) ✓	1.32 (ns)

FDR: False Discovery Rate. Multiple test correction technique used in RNA-sequencing data analysis. Underscores indicated gene isoform. **Bold**: at least one group shows FDR < 0.05. ns: not significant. Yellow,✓✓: FDR<0.05. Blue,✓: Fold Change > 1.5, p<0.05.

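Of the 19 genes that Table 1 gives with a fold change and not by isoform, 18 could be tested in female aging and 17 in each of the other comparisons. None passed the adjusted test in any comparison with edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 6 were higher and 1 was lower in female aging, 1 was higher and 2 were lower with RLX in females, 1 was higher and 3 were lower in male aging, and 5 were lower with RLX in males. Cystatin C, a secreted inhibitor of cysteine proteases encoded by Cst3, was at 946 ± 179.8 CPM (SD, n = 4) in aged control females, 706 ± 142 CPM (n = 4) in 9-month females and 651 ± 77.7 CPM (n = 4) with RLX. Its log2 fold change was 0.44 (SE 0.170, adjusted p = 0.164) with aging and -0.56 (SE 0.145, adjusted p = 0.150) with RLX. Other tests on the same genes called between 0 and 2 of them. DESeq2 called 2 in female aging, 1 with RLX in females, 0 in male aging and 1 with RLX in males, edgeR's exact test called 2, 0, 0 and 1, and voom called 0, 0, 0 and 1.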

RNA-sequencing (RNA-seq) analysis showed that aging and aging plus RLX-treatment altered with high significance (FDR<0.05) more than 7 genes associated with HF and AF in the clinical setting. In Table 1, these genes are highlighted in bold and dark shading and genes exhibiting highly significant changes have double-check marks. In females, aging or RLX altered atrial natriuretic peptide (NPPA), interferon gamma (INFG) and the LDL receptor (LDLR). 

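Nppa, which encodes atrial natriuretic peptide, averaged 1892 ± 2892 CPM (SD, n = 4) in aged control females and 179.9 ± 105 CPM (n = 4) in 9-month females. Its log2 fold change of 3.40 (SE 1.34) did not pass the test (adjusted p = 0.217, exact permutation test, p = 0.143). The aged control rats 2, 4, 5 and 6 held 197, 182, 6191 and 997 CPM of Nppa, and without rat 5 the log2 fold change was 1.37 (SE 0.811, adjusted p = 0.403). Sln, Myl4, Myl7 and Mybphl, which mark atrial muscle, were also higher in rat 5 than in any other female library, with Myl7 at 371 CPM against 215 CPM in the next highest. With RLX, Nppa averaged 647 ± 151 CPM (n = 4), a log2 fold change of -1.56 (SE 1.20, adjusted p = 0.609) from aged controls, which turned to 0.47 (adjusted p = 0.787) without aged control rat 5.

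Ifng, the gene of interferon gamma, averaged 1.26 ± 0.901 CPM (SD, n = 4) in aged control females, 0.199 ± 0.0185 CPM (n = 4) in 9-month females and 0.385 ± 0.323 CPM (n = 4) with RLX, too few counts to pass the filter within females. Other tools called the aging difference of Nppa. Its adjusted p was 0.0113 by edgeR's exact test and 0.0426 by DESeq2, within a range of 0.0113 to 0.985 over all alternatives.

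**Figure D1:**
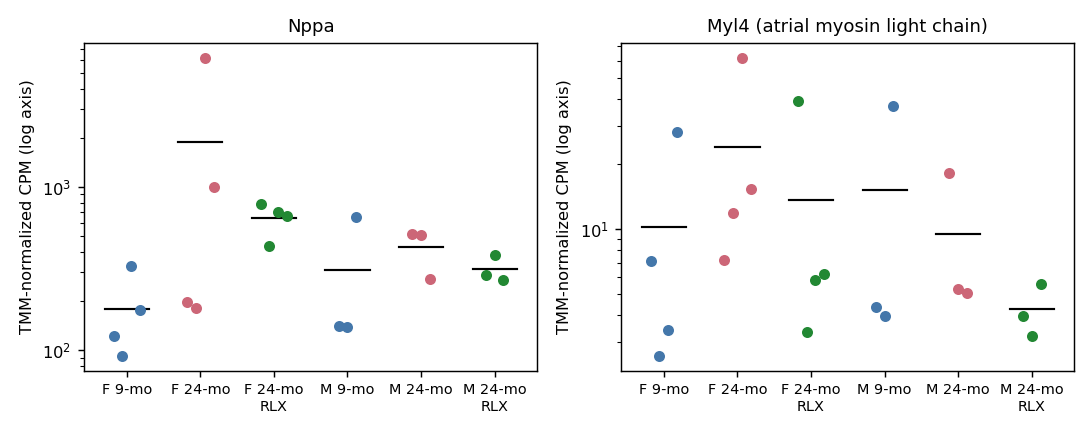
Nppa and the atrial myosin light chain gene Myl4 in each left ventricle, in TMM-normalized CPM on a log axis, by sex (F, M) and group. Points are rats and lines are group means. Aged control female rat 5, at 6191 CPM of Nppa, stands above all other libraries.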

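In aged male rats, Il1b, the gene of interleukin 1β, averaged 22.7 ± 15.0 CPM (SD, n = 3) with RLX and 77.7 ± 43.2 CPM (n = 3) in controls, and 131 ± 28.6 CPM (n = 3) in 9-month males. Il6, the gene of interleukin 6, averaged 6.56 ± 3.78 CPM with RLX, 29.1 ± 27.4 CPM in aged controls and 25.1 ± 8.59 CPM at 9 months. Nppb, which encodes brain natriuretic peptide, averaged 292 ± 23.4 CPM with RLX, 544 ± 41.3 CPM in aged controls and 379.8 ± 89.1 CPM at 9 months. Gdf15, a cytokine gene of the TGF-β superfamily, averaged 3.31 ± 2.31, 12.2 ± 8.60 and 8.60 ± 5.54 CPM in the same order. For each of the 4 genes, all 3 RLX libraries were below every aged control library, which is the smallest exact permutation p that 3 rats against 3 allow. In this comparison 19.92% of all genes tested did not overlap between the groups, and the paper marks these 4 on the same rats. Their separation is therefore no separate support. With RLX the log2 fold changes were -1.74 (SE 0.543) for Il1b, -2.10 (SE 0.757) for Il6, -0.87 (SE 0.136) for Nppb and -1.80 (SE 0.613) for Gdf15. Their adjusted p-values were 0.326, 0.366, 0.283 and 0.341, and with male aging they were 0.596, 0.972, 0.563 and 0.906, so that none passed. Nppb alone was called with RLX by other tools, with an adjusted p of 0.000948 by DESeq2, 0.00729 by edgeR's exact test and 0.0281 by voom, and a range of 0.000948 to 0.712 over all alternatives. Without aged control rat 12 the log2 fold change with RLX was -0.97 for Il6 and -1.04 for Gdf15, and with the trend on gene length removed it was -0.52 for Nppb.

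**Figure D2:**
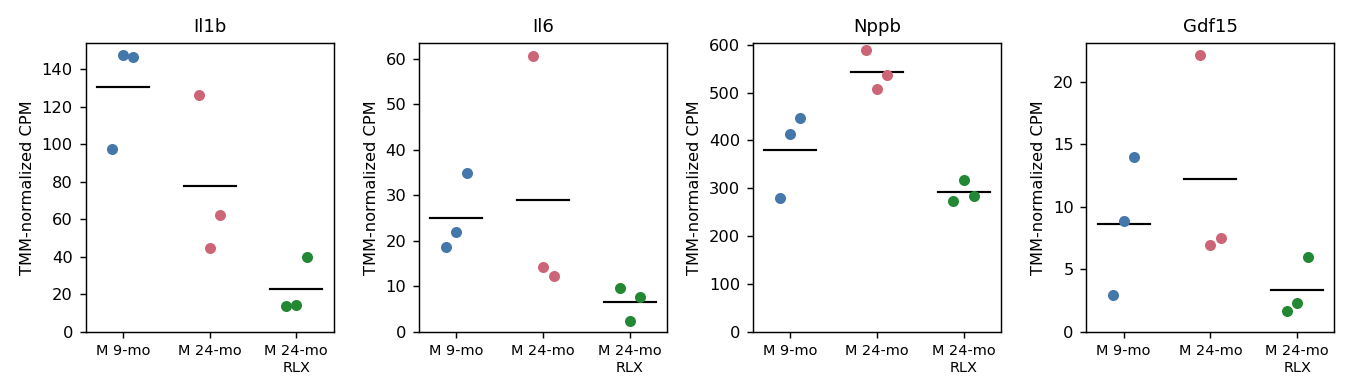
Il1b, Il6, Nppb and Gdf15 in each male left ventricle, in TMM-normalized CPM, by group. Points are rats and lines are group means. For each gene the 3 RLX points lie below the 3 points of the 24-month controls.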

In males, aging or RLX altered IL-1β, IL-6, NPPB, and GDF-15. In addition, several genes exhibited > 1.5 absolute fold changes with p<0.05, but do not reach the more stringent criterion of FDR<0.05 and are labeled with a single check mark. 

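Spp1, which encodes the matrix protein osteopontin, averaged 10.9 ± 8.97 CPM (SD, n = 4) in aged control females, 4.27 ± 4.88 CPM (n = 4) at 9 months and 5.06 ± 1.86 CPM (n = 4) with RLX. Its log2 fold change was 1.36 (SE 0.883, adjusted p = 0.433) with aging and -1.14 (SE 0.576, adjusted p = 0.429) with RLX. Il1rn, the gene of the interleukin 1 receptor antagonist, had a log2 fold change of 0.84 (SE 0.294, adjusted p = 0.121) with female aging and of -0.40 (SE 0.274, adjusted p = 0.536) with RLX in females. Tnf, the gene of tumor necrosis factor, was at 40.4 ± 21.2 CPM (n = 3) in aged control males and 74.9 ± 26.1 CPM (n = 3) at 9 months, a log2 fold change of -0.92 (SE 0.393, adjusted p = 0.571). In aged females Tnf was at 37.4 ± 36.9 CPM (n = 4) with RLX and 13.9 ± 12.0 CPM (n = 4) in controls, a log2 fold change of 1.42 (SE 0.920, adjusted p = 0.536). The Spp1 value was 0.59 with aging and -0.37 with RLX without aged control rat 6, and 2.57 with aging without 9-month rat 5. Without aged control rat 2 the Il1rn values were 0.52 and -0.06 and that of Tnf with RLX was 2.22, and Tnf had 0.53 without RLX rat 6, and in male aging -1.40 without aged control rat 12 and -0.60 without rat 8.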

RLX significantly *reversed* multiple transcripts associated with HF and AF and therefore appears to not only stop the progression but to *reverses* the pathological expression of many cytokines.

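Most genes that rose with aging in females had a lower mean with RLX. Of the 291 DEGs that were higher in aged control females than at 9 months, 5 had a positive log2 fold change with RLX, their median was -0.53, and 206 were lower at an unadjusted p under 0.05. Of the 61 DEGs that were lower with aging, 60 had a positive log2 fold change with RLX, with a median of 0.42. These genes were chosen with the 24-month controls that RLX is compared with, so most of them would fall on that side without any effect of RLX. In a test added after the data were examined, 2 of the 4 aged controls were used to choose as many genes by p and fold change with aging, and RLX was compared with the other 2. Over the 6 possible arrangements, 10 to 48 of the 291 genes chosen as higher had a positive log2 fold change with RLX (medians of -0.52 to -0.30) and so did 39 to 53 of the 61 chosen as lower (medians of 0.13 to 0.24), while the median over all genes was at most 0.01. Across 12890 genes the log2 fold changes of aging and RLX in females had a correlation of -0.59, against -0.50 (range -0.55 to -0.46) in 100 simulations without any change between groups. With the aged controls split between the comparisons in each of the 6 possible ways, the correlation was -0.21 on average (range -0.36 to -0.10). In males the correlation over 12460 genes was -0.31, against -0.49 (range -0.51 to -0.46) in the simulations. The simulations drew each gene on its own, so their ranges leave out variation that genes share. Those ranges cannot show whether -0.59 or -0.31 lies outside what such variation gives. Genes are not independent replicates, so these counts and correlations carry no p.

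Gene by gene, edgeR's exact test called 77 genes both higher with aging and lower with RLX in females, and DESeq2 called 91. In males these counts were 0 and 2. How many the shared controls would give without an effect of RLX was not tested. With the quasi-likelihood test none could be shared, since no gene passed with RLX in either sex. From the genes that changed with age and changed back with treatment, the paper reasons that RLX appears to do more than stop progression and to reverse the pathological expression of many cytokines.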

Atrial natriuretic peptide (ANP), the most differentially expressed gene in female rats, was selected for further protein expression analysis to confirm that the effects of RLX on gene expression had functional consequences. 

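By log2 fold change, Nppa ranked behind 5 of the 12696 genes tested in female aging, and 1 of these was a DEG. By p-value, 2517 genes ranked ahead of it. The 3 largest fold changes belonged to the hemoglobin genes Hba1, Hbb and Hba2 (log2 fold changes of 6.99, 6.95 and 5.76). Of these, Hba1 and Hba2 are near-identical in sequence and can share reads. Among the aged controls the hemoglobin genes were highest in rat 6 (Hbb at 725 CPM, against at most 12.9 CPM in the others). In RLX-treated female 4 Hbb was at 6150 CPM, and the mean log2 CPM of 3 neutrophil genes was 1.73 there, against at most 0.20 in the other females. The mean log2 CPM of 8 erythroid and blood genes was 0.78 to 4.98 in the aged controls, 0.19 to 0.38 at 9 months and 0.44 to 0.82 in the other 3 RLX-treated females. The neutrophil genes were also higher in each aged control than in every 9-month female (exact permutation test, p = 0.0286 for both lists, adjusted p = 0.1), and by camera the erythroid list did not pass with aging (adjusted p = 0.287, but 0.0227 without aged control rat 6). None of the 3 passed the test (adjusted p = 0.165, 0.149 and 0.164). The DEG ahead of Nppa was Gzmbl3, a granzyme-like gene of cytotoxic lymphocytes, with a log2 fold change of 4.18 (adjusted p = 0.00658). The smallest p belonged to Cnpy1, a gene of the canopy family, at 7.39 ± 1.21 CPM (SD, n = 4) in aged controls and 1.23 ± 0.235 CPM (n = 4) in 9-month controls.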

In female rats, 9-month-old controls (Fig 1A) exhibited significantly less ANP than in aged ventricles (Fig 1B). RLX treatment (Fig 1C) significantly reversed aging’s effect on ANP expression. In male rats, there was no significant change in ANP expression in the aged versus the young controls (Fig 1E, 1F and 1H), though there was a reduction in ANP with RLX treatment (Fig 1G and 1H), that did not reach statistical significance. These data match closely the gene expression data in Table 1 (NPPA) for ANP expression.

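In aged male rats Nppa was at 431 ± 135 CPM (SD, n = 3), against 312 ± 297 CPM (n = 3) in 9-month males and 313 ± 59.5 CPM (n = 3) with RLX. The log2 fold changes were 0.44 (SE 0.607, adjusted p = 0.912) with male aging and -0.43 (SE 0.252, adjusted p = 0.526) with RLX in males. The value with male aging was 1.61 without 9-month rat 4, which held 656 CPM of Nppa against 142 and 139.5 CPM in the other 9-month males, 0.09 without 9-month rat 2 or 3 and 0.69 without aged control rat 11. With RLX it was -0.28 without aged control rat 12, -0.68 without rat 11 and -0.15 with the trend on gene length removed. A test of whether Nppa changed differently with age in females and males gave a log2 difference of 2.94 (adjusted p = 0.350).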

**Fig 1:**
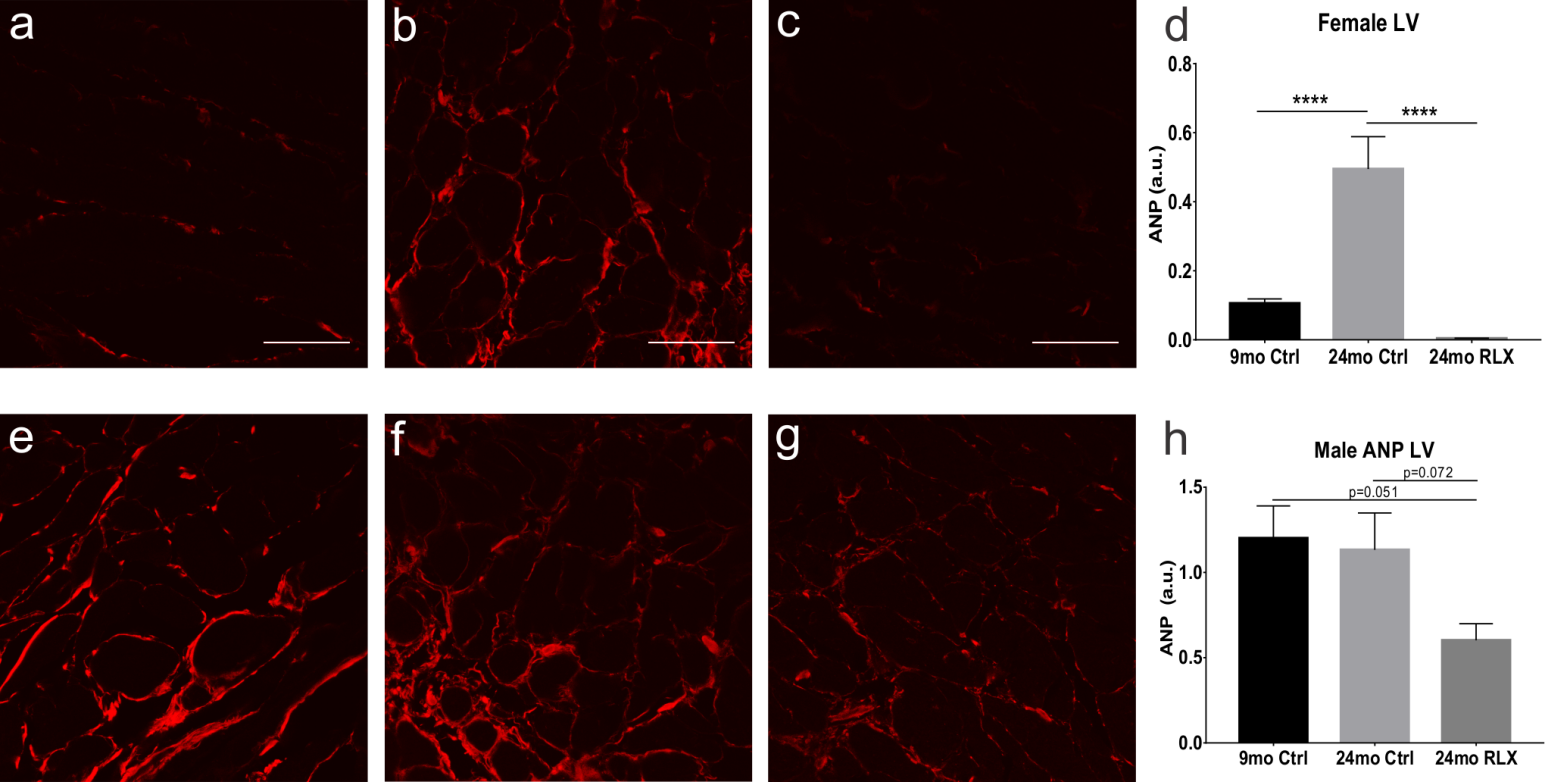
Protein expression of ANP in female and male heart. **A-D. Female.** Female aging (B) resulted in upregulation of ANP expression compared to young controls (A) and was reversed by RLX (C). D. Quantification of ANP expression in female LV. **E-H. Male.** In male rats, aging (F) did not increase ANP expression compared to young controls (E), though there was a reduction in ANP with RLX treatment (G) though this did not reach significance compared to young or aged males. H. Quantification of ANP expression in male LV. Red: ANP. ****: p<0.0001. Scale bar: 50μm.

Upstream analysis (Table 2) searches for differentially expressed genes (DEGs) to predict activation or inhibition of transcription regulators and to determine which molecules can explain gene expression alterations observed in the data sets. Observed DEGs are compared to a database of known interactions with transcriptional regulators kept by Ingenuity, with transcripts grouped together under common regulators. The quantity of genes controlled by a given transcriptional regulator and the agreement of direction (+/-) of fold change of each DEG to that reported in the literature, leads to a prediction of activation or inhibition of those transcriptional regulators.

**Table 2:** Ingenuity pathway analysis: Upstream analysis.

Upstream analysis of regulators				
	Female		Male	
Upstream regulator	Aging	RLX	Aging	RLX
Hydrogen Peroxide		Inhibited		Inhibited
NFkB (complex)	Activated	Inhibited		Inhibited
TLR4	Activated			Inhibited
IFNG	Activated	Inhibited		Inhibited
IL6	Activated	Inhibited		Inhibited
LPS	Activated	Inhibited		Inhibited
Sirolimus	Inhibited			Activated
TGFβ1	Activated	Inhibited		Inhibited
SMAD7	Inhibited	Activated	Activated	

Consistent with the effects of aging shown in Table 1, NFkB signaling, a crucial pathway regulating many inflammatory genes, is upregulated in female aging and inhibited by RLX in both female and male rats. 

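NF-κB is a transcription factor that switches on cytokine and chemokine genes. Of 30 cytokines and regulators driven by NF-κB that were measured in each comparison, 0 passed the quasi-likelihood test in any of the 4 comparisons. In female aging their median log2 fold change was 0.09 with 17 positive, and at an unadjusted p under 0.05, 3 were higher and 1 was lower. With RLX in females the median was 0.14 with 21 positive, and 1 was lower at that level. In male aging it was 0.18 with 20 positive, and 1 was higher and 2 were lower. With RLX in males 29 of the 30 had a negative value and the list fell as a group, with a median of -0.57 (camera adjusted p = 1.34e-05, adjusted p = 0.659 with an estimated correlation), and 5 were lower at an unadjusted p under 0.05. That call was weakest without aged control rat 12 (median -0.19, adjusted p = 0.0442). The list did not pass camera in female aging (adjusted p = 0.715), with RLX in females (adjusted p = 0.255) or in male aging (adjusted p = 0.980). Without aged control rat 12, which held the most Il6 and Ccl2 of the aged control males, the list fell with male aging (adjusted p = 1.10e-05), and without rat 11 it rose (adjusted p = 0.00422). With RLX in females it rose without RLX rat 1 (adjusted p = 0.0126) or 2 (adjusted p = 0.0275) or aged control rat 2 (adjusted p = 0.000773). Other tests called few members. DESeq2 called 2, 0, 0 and 1, edgeR's exact test 1, 0, 0 and 0, and voom 1, 0, 1 and 0 in female aging, RLX in females, male aging and RLX in males. Nfkb1, which encodes a subunit of NF-κB, had log2 fold changes of 0.24 (SE 0.134, adjusted p = 0.338) with female aging and -0.31 (SE 0.122, adjusted p = 0.294) with RLX in females, the latter -0.18 without aged control rat 5. It was added after the data were examined.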

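In aged control females 3 of 35 interferon response genes rose and none fell relative to 9-month females (7 rose and 1 fell when adjusted over the list alone), among them Mx1 and Bst2, which restrict viruses. Mx1 was at 13.2 ± 3.09 CPM (SD, n = 4) against 6.74 ± 1.66 CPM (n = 4), and Bst2 was at 139 ± 22.7 CPM (n = 4) against 97.3 ± 2.72 CPM (n = 4). As a group the interferon list did not pass camera with aging (adjusted p = 0.110), except without aged control rat 5 (adjusted p = 0.00165) or 6 (adjusted p = 0.00525). With RLX none of its members passed, 10 were lower when adjusted over the list alone, and the list fell with a median log2 fold change of -0.20 (camera adjusted p = 0.000196, adjusted p = 0.433 with an estimated correlation). Of 23 genes of Toll-like receptor and LPS signaling, Tlr7 rose with aging (5 rose when adjusted over the list alone) and the list rose with a median of 0.23 (camera adjusted p = 0.00579, adjusted p = 0.304 with an estimated correlation). This call was lost without aged control rat 2 (adjusted p = 0.0541) or 9-month rat 1 (adjusted p = 0.0662). With RLX its members did not pass, nor did the list (adjusted p = 0.133, but 0.0448 without aged control rat 5). Of 24 genes of IL-6 family signaling 1 rose with aging, and the list passed neither with aging (adjusted p = 0.972) nor with RLX (adjusted p = 0.182, but 0.0394 without RLX rat 4 and 0.0377 without aged control rat 5).

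For the lists in which no member passed with RLX by the quasi-likelihood test, 12 interferon, 2 Toll-like receptor and 2 IL-6 family genes were lower at an unadjusted p under 0.05, and 1 Toll-like receptor gene was higher. DESeq2 called 5, 0 and 1 of these lists' members lower, edgeR's exact test 3, 0 and 1, and voom none. Tgfb1, which encodes transforming growth factor β1, was at 33.5 ± 8.39 CPM (n = 4) in aged control females, 26.9 ± 7.46 CPM (n = 4) at 9 months and 26.6 ± 3.29 CPM (n = 4) with RLX. Its log2 fold change was 0.33 (SE 0.218, adjusted p = 0.420) with aging and -0.35 (SE 0.162, adjusted p = 0.359) with RLX. The calls of Mx1, Bst2 and Tlr7 were each lost without 9-month rat 1 or 4, those of Mx1 and Tlr7 also without aged control rat 2, 4 or 6, and that of Tlr7 also without 9-month rat 3, with adjusted p-values of up to 0.0947, 0.0890 and 0.107. Tgfb1 was added after the data were examined.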

In female rats, IFNγ, IL-6, lipopolysaccharide (LPS) and transforming growth factor (TGF) β1 are activated in aging and inhibited by RLX. Interestingly, SMAD7, an inhibitor of TGFβ1 and fibrosis, is inhibited with aging and activated by RLX; consistent with the anti-fibrosis properties of RLX. 

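Genes of collagen and fibrosis rose as a group with aging in females and were lower as a group with RLX. Of 39 such genes, 9 rose and none fell with aging (12 rose when adjusted over the list alone), and the list rose with a median log2 fold change of 0.61 (camera adjusted p = 1.42e-10, adjusted p = 0.345 with an estimated correlation). Postn, which encodes the matrix protein periostin, was at 109 ± 32.8 CPM (SD, n = 4) in aged controls and 30.2 ± 7.23 CPM (n = 4) at 9 months, a log2 fold change of 1.87 (SE 0.2503, adjusted p = 0.00903). Serpinh1, which encodes a chaperone of collagen, rose by 0.79 (SE 0.132, adjusted p = 0.00982). With RLX none of the 39 passed with the quasi-likelihood test, while 17 were lower and 1 was higher at an unadjusted p under 0.05 (13 lower and 1 higher when adjusted over the list alone). The list fell with a median of -0.46 (camera adjusted p = 1.21e-09, adjusted p = 0.339 with an estimated correlation). DESeq2 called 5 of the 39 lower with RLX, edgeR's exact test 3 and voom 0. Serpinh1 had a log2 fold change of -0.82 (SE 0.146, adjusted p = 0.0698) and Postn of -0.72 (SE 0.212, adjusted p = 0.206) with RLX.

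Smad7, which encodes an inhibitor of TGF-β signaling and was added after the data were examined, was at 15.0 ± 2.09 CPM (n = 4) in aged control females, 12.9 ± 2.94 CPM (n = 4) at 9 months and 14.2 ± 3.17 CPM (n = 4) with RLX. Its log2 fold change was 0.23 (SE 0.164, adjusted p = 0.454) with aging and -0.09 (SE 0.165, adjusted p = 0.843) with RLX. Of 27 genes of TGF-β signaling, Tgfb3 rose with aging, by 0.46 (SE 0.110, adjusted p = 0.0362), and the list passed camera neither with aging (adjusted p = 0.597) nor with RLX (adjusted p = 0.376, but 0.0471 without aged control rat 4). The call of Tgfb3 was lost without any 1 of aged control rats 4, 5 and 6 and 9-month rats 1, 3 and 4, with an adjusted p of up to 0.124. Without both aged control rats 5 and 6, 5 collagen genes rose and 1 fell. The mean log2 CPM of the collagen list was 5.552 and 5.343 in aged control rats 2 and 4, against 4.788 to 5.418 at 9 months. It was 6.092 and 6.018 in aged control rats 5 and 6 and ran from 4.943 to 5.48 with RLX. Only 2 RLX libraries were below every aged control (exact permutation test of the list means, p = 0.0857, adjusted p = 0.257).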

In aged *male* rats, upstream analysis failed to detect an activation of the genes that were activated in aged female ventricles, yet RLX still inhibited many of them in aged male ventricles. 

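In aged control males no member of the lists above passed the quasi-likelihood test relative to 9-month males, and the lists of collagen and of Toll-like receptor genes fell. For collagen and fibrosis, 36 of 38 genes had a negative log2 fold change, with a median of -0.49 (camera adjusted p = 7.63e-12, adjusted p = 0.486 with an estimated correlation), and 15 were lower when adjusted over the list alone. Col1a1 and Col3a1, which encode the main fibrillar collagens of the heart, were at 40.1 ± 14.0 and 236 ± 54.1 CPM (SD, n = 3) in aged controls and at 131 ± 32.9 and 756 ± 267 CPM (n = 3) at 9 months. Their adjusted p was 0.105, and DESeq2 (8.64e-06 for both) and edgeR's exact test (3.42e-05 and 4.13e-05) called them, within ranges of 8.64e-06 to 0.404 and 8.64e-06 to 0.392 over all alternatives. For Toll-like receptor and LPS signaling, 18 of 23 genes had a negative value, with a median of -0.23 (camera adjusted p = 0.00441, adjusted p = 0.554 with an estimated correlation). That call was lost without 9-month rat 3 (adjusted p = 0.0522) or without aged control rat 8 (adjusted p = 0.121) or 11 (adjusted p = 0.0713). The interferon list did not pass in male aging (adjusted p = 0.770). At an unadjusted p under 0.05, 15 collagen genes were lower and 1 was higher, 4 Toll-like receptor genes were lower, and 2 interferon genes were higher. DESeq2 called 6, 1 and 0 of them, edgeR's exact test 6, 1 and 1, and voom 4, 1 and 0.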

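Genes that respond quickly to a stimulus were lower as a group with RLX in male rats. In males the immediate-early genes, which cells switch on within minutes of a stimulus, fell as a group with RLX, with 33 of 35 negative and a median log2 fold change of -0.84 (camera adjusted p = 7.35e-13, adjusted p = 0.502 with an estimated correlation). None of the 35 passed singly, 12 were lower when adjusted over the list alone and 19 at an unadjusted p under 0.05, and DESeq2 called 6, edgeR's exact test 1 and voom 1. Egr1, a transcription factor of that list, was at 268 ± 29.4 CPM (SD, n = 3) with RLX and 490.4 ± 83.4 CPM (n = 3) in aged controls, a log2 fold change of -0.84 (SE 0.164, adjusted p = 0.283). Atf3, a factor induced by stress, was at 229 ± 64.4 CPM (n = 3) and 442 ± 89.9 CPM (n = 3), a log2 fold change of -0.92 (SE 0.220, adjusted p = 0.283). DESeq2 called both (adjusted p = 0.00964 and 0.0160) and edgeR's exact test called Egr1 (adjusted p = 0.0406), within a range of up to 0.712 over all alternatives. The Toll-like receptor list of 23 genes had a median of 0.11 with RLX in males and did not pass (adjusted p = 0.276, but 0.0147 without aged control rat 12), nor did the interferon list (median -0.03, adjusted p = 0.480). Tlr4, the receptor for LPS, was at 11.9 ± 3.58 CPM (n = 3) with RLX and 9.60 ± 4.73 CPM (n = 3) in aged control males. In females it was at 8.08 ± 2.30 CPM (n = 4) with RLX and 10.7 ± 2.63 CPM (n = 4) in aged controls, a log2 fold change of -0.43 (SE 0.215, adjusted p = 0.399) that was -0.26 without aged control rat 5.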

Note that RLX inhibited several upstream regulators: hydrogen peroxide, NFkB, TLR4, IFNG, IL-6 and LPS in males and females (Table 2).

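Among the chemoattractants Cxcl13, Cxcl16, Ccl6, Ccl5, Ccl19, Cxcl9, Ccl1, Ccl2, Ccl3, Ccl20, Ccl21 and the receptor Ccr1, 3 rose with aging in females. Cxcl13, which attracts B cells, was at 12.2 ± 2.29 CPM (SD, n = 4) in aged controls and 5.46 ± 0.874 CPM (n = 4) at 9 months, a log2 fold change of 1.18 (SE 0.166, adjusted p = 0.00613). Cxcl16 rose by 0.68 (SE 0.0927, adjusted p = 0.00613) and Ccl6 by 0.70 (SE 0.178, adjusted p = 0.0494), and each aged rat had more Cxcl13 and Cxcl16 than every 9-month rat. Ccl5, Ccl19 and Cxcl9, which attract lymphocytes, had log2 fold changes of 0.85, 1.24 and 0.64 (adjusted p = 0.0578, 0.0567 and 0.0771) and were called by DESeq2 (adjusted p = 0.00278, 0.00867 and 0.0172) and edgeR's exact test (adjusted p = 0.00439, 0.0117 and 0.0240), with ranges over all alternatives of up to 0.679, 0.701 and 0.400. The call of Ccl6 was lost without any 1 of aged control rats 2, 4 and 6 and 9-month rats 1, 3 and 4, with an adjusted p of up to 0.144.

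Of 34 chemokines and chemokine receptors fixed as a list, 4 rose and none fell with female aging (10 rose when adjusted over the list alone), and the list rose (camera adjusted p = 0.000707, adjusted p = 0.471 with an estimated correlation), except without aged control rat 2 (adjusted p = 0.143). With RLX none of the 34 passed in females with the quasi-likelihood test, 7 were lower at an unadjusted p under 0.05, and DESeq2 called 2, edgeR's exact test 0 and voom 0. The list fell with a median of -0.23 (camera adjusted p = 0.0269, adjusted p = 0.499 with an estimated correlation), a call lost without RLX rat 1 (adjusted p = 0.0819) or 2 (adjusted p = 0.0949) or without aged control rat 2 (adjusted p = 0.494). Cxcl9 was at 27.6 ± 7.70 CPM (n = 4) with RLX and 45.3 ± 10.8 CPM (n = 4) in aged control females, a log2 fold change of -0.74 (SE 0.235, adjusted p = 0.233, 0.0437 by DESeq2, in a range of 0.0437 to 0.5002 over all alternatives).

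In male aging Ccl1 and Ccl21 were at 1.34 ± 0.457 and 48.3 ± 13.9 CPM (n = 3), against 4.86 ± 2.47 and 123 ± 53.2 CPM (n = 3) at 9 months, log2 fold changes of -1.90 (SE 0.447, adjusted p = 0.359) and -1.37 (SE 0.339, adjusted p = 0.390). DESeq2 (adjusted p = 0.0202 and 0.0163) and edgeR's exact test (adjusted p = 0.0212 and 0.0243) called both, within ranges of up to 0.922 and 0.942 over all alternatives. None of 34 listed chemokine genes passed in male aging with the quasi-likelihood test, 1 was higher and 5 were lower at an unadjusted p under 0.05, and the list did not pass (camera adjusted p = 0.0976), but passed without aged control rat 12 (adjusted p = 2.10e-05), 9-month rat 2 (adjusted p = 0.00900) or 9-month rat 4 (adjusted p = 0.0463). DESeq2 and edgeR's exact test each called 2 of them lower and voom 0.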

Besides classic inflammatory gene expression that change in HF, and aging ± RLX, RLX altered chemo-attractant genes involved in recruiting inflammatory and immune cells to sites of injury (Table 3).

**Table 3:** Chemokine and chemokine receptor transcripts.

Chemokine gene expression analysis				
	Female Fold change (p-value, FDR)		Male Fold change (p-value, FDR)	
Gene	Aging	RLX	Aging	RLX
**CCL1**	-1.02 (ns)	1.46 (ns)	-3.64 (<0.0001, 0.03) ✓✓	-1.21 (ns)
**CCL2**	1.23 (ns)	1.23 (ns)	1.43 (ns)	-3.26 (<0.0001, 0.04) ✓✓
CCL3	1.23 (ns)	-2.62 (<0.01, ns) ✓	-1.15 (ns)	1.89 (0.02, ns) ✓
**CCL5**	1.79 (<0.0001, <0.001) ✓✓	-1.54 (<0.01, ns)	-1.49 (<0.05, ns)	1.24 (ns)
**CCL6**	1.61 (<0.0001, <0.05) ✓✓	-1.27 (0.02, ns)	-1.56 (0.05, ns)	1.11 (ns)
**CCL19**	2.35 (<0.001, 0.01) ✓✓	-1.87 (<0.01, ns) ✓	-1.34 (ns)	-2.77 (<0.01, ns) ✓
CCL20	1.67 (ns)	-1.35 (ns)	3.07 (<0.01, ns) ✓	-1.37 (ns)
**CCL21**	-1.02 (ns)	-1.48 (<0.01, ns)	-2.55 (<0.0001, 0.01) ✓✓	-1.26 (ns)
**CXCL9**	1.55 (<0.01, 0.02) ✓✓	-1.67 (<0.01, 0.03) ✓✓	-1.10 (ns)	-1.09 (ns)
**CXCL13**	2.24 (<0.0001, <0.0001) ✓✓	-1.52 (<0.01, ns)	-1.07 (ns)	1.29 (ns)
**CXCL16**	1.60 (<0.0001, <0.001) ✓✓	-1.27 (0.03, ns)	1.22 (ns)	-1.14 (ns)
CCR1	1.90 (<0.01, ns) ✓	1.00 (ns)	-2.01 (<0.01, ns) ✓	1.13 (ns)
CCR5	1.30 (ns)	-1.17 (ns)	-1.34 (ns)	1.18 (ns)

FDR: False Discovery Rate. Multiple test correction technique used in RNA-sequencing data analysis. **Bold**: at least one group shows FDR < 0.05. NS: not significant. Yellow,✓✓: FDR<0.05. Blue,✓: p<0.05.

### Signaling pathway analysis

To identify signaling pathways that are affected by aging and RLX treatment, differentially expressed genes (DEGs) were filtered as transcripts whose absolute expression was altered by at least 1.5-fold, had expression values with RPKM (reads per kilobase of transcript per million) ≥ 1, and had a false discovery rate (FDR) < 0.05 (Fig 2).

**Fig 2:**
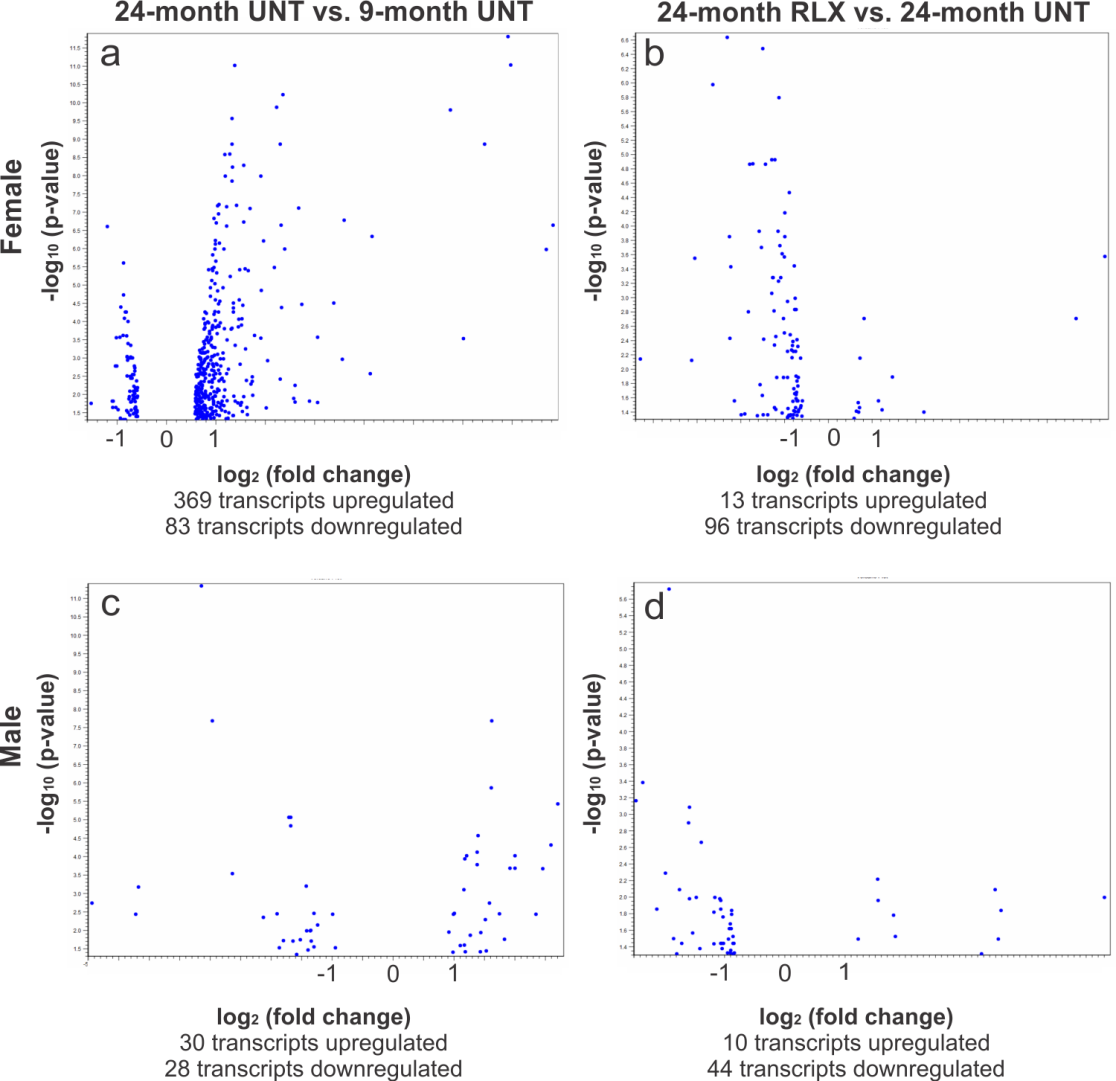
Volcano plots of differentially expressed genes in aging ± RLX treatment. A. Female aging resulted in an overall upregulation of transcripts, with fewer transcripts being downregulated. B. RLX treatment in females caused a marked suppression of most transcripts with few being upregulated. C. Transcript expression changes in males were muted compared to females during aging, with an even number of transcripts being up and downregulated. D. RLX treatment in males reflects that seen in females, with a substantial proportion of transcript alterations being suppressed compared to upregulated. Blue dots represent individual transcripts.

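In aged control females 291 genes were higher and 61 were lower than at 9 months, of 12696 tested. Among the genes with the smallest p were Cnpy1, with a log2 fold change of 2.60 (SE 0.204, adjusted p = 0.000347), and Zfand2a, a zinc finger gene induced by proteotoxic stress, at 166 ± 36.4 CPM (SD, n = 4) in aged controls and 51.4 ± 4.84 CPM (n = 4) at 9 months, a log2 fold change of 1.71 (SE 0.153, adjusted p = 0.00111). Cilp, a matrix protein gene expressed by fibroblasts, rose from 2.77 ± 0.611 to 16.3 ± 6.41 CPM (n = 4 each), by 2.56 on the log2 scale (SE 0.291, adjusted p = 0.00435). Of 18 fibroblast markers 8 rose and none fell (12 rose when adjusted over the list alone), and the list rose with a median of 0.60 (camera adjusted p = 4.22e-09, adjusted p = 0.304 with an estimated correlation). The lower genes included Myh6, the α myosin heavy chain of adult heart muscle, at 5456 ± 508 CPM (n = 4) against 9631 ± 1613 CPM (n = 4), a log2 fold change of -0.81 (SE 0.129, adjusted p = 0.00903). Of 24 contractile genes of cardiomyocytes 4 fell and none rose (10 fell when adjusted over the list alone), with a median of -0.32 for the list (camera adjusted p = 3.30e-08, adjusted p = 0.221 with an estimated correlation).

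The number of DEGs was 519 with DESeq2, 510 with edgeR's exact test and 374 with voom. It was 170 without aged control rat 6, 123 without 9-month rat 1, 102 without 9-month rat 4 and 165 without aged control rats 5 and 6, where 1 fibroblast marker rose and 1 contractile gene fell. The mean log2 CPM of the contractile list was 10.09 and 9.922 in aged control rats 2 and 4, against 10.23 to 10.47 at 9 months. That of the fibroblast list was 6.601 and 6.637, against 6.055 to 6.521.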

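With RLX, no gene of 12591 passed the quasi-likelihood test in females (smallest adjusted p = 0.0661), while 1772 had an unadjusted p under 0.05. Other tests called more genes, and most were lower with RLX. DESeq2 gave 21 higher and 122 lower, and edgeR's exact test gave 11 higher and 108 lower, while voom gave 0. The genes with the smallest adjusted p included Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, at 69.7 ± 17.8 CPM (SD, n = 4) with RLX and 194 ± 43.8 CPM (n = 4) in aged controls, a log2 fold change of -1.50 (SE 0.219, adjusted p = 0.0661, 5.57e-07 by the exact test, in a range of 9.97e-09 to 0.203 over all alternatives). In each aged control Hmox1 was above every RLX library. Of 18 fibroblast markers all had a negative log2 fold change, 11 at an unadjusted p under 0.05 (11 lower when adjusted over the list alone), and the list fell (camera adjusted p = 2.40e-11, adjusted p = 0.308 with an estimated correlation). Of 24 contractile genes of cardiomyocytes 23 had a positive value, 16 at an unadjusted p under 0.05, and the list rose with a median of 0.30 (camera adjusted p = 3.28e-10, adjusted p = 0.271 with an estimated correlation). DESeq2 called 5 of the fibroblast markers lower and 2 of the contractile genes higher, and the exact test and voom called none. Without RLX rat 4 the quasi-likelihood test called 2 genes, and without aged control rat 4 it called 1.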

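In male aging no gene of 12220 passed the quasi-likelihood test (smallest adjusted p = 0.103), while 1045 had an unadjusted p under 0.05. DESeq2 gave 30 higher and 29 lower DEGs, edgeR's exact test 31 higher and 39 lower, and voom 25 higher and 43 lower. Fabp4, the fatty acid carrier of fat cells and capillary endothelium, was at 577 ± 202 CPM (SD, n = 3) in aged controls and 1045 ± 304 CPM (n = 3) at 9 months, a log2 fold change of -0.89 (SE 0.281, adjusted p = 0.426). All 20 endothelial markers had a negative log2 fold change, 10 at an unadjusted p under 0.05 (3 lower when adjusted over the list alone), and the list fell with a median of -0.56 (camera adjusted p = 3.69e-09, adjusted p = 0.486 with an estimated correlation). All 18 fibroblast markers were also negative, and that list fell with a median of -0.38 (camera adjusted p = 1.28e-05, adjusted p = 0.486 with an estimated correlation), with 6 at an unadjusted p under 0.05. DESeq2, edgeR's exact test and voom each called 1 of the endothelial markers and 0 of the fibroblast markers. The contractile genes of cardiomyocytes rose as a group, with 21 of 24 positive, 3 of them at an unadjusted p under 0.05, and a median of 0.27 (camera adjusted p = 2.80e-05, adjusted p = 0.554 with an estimated correlation). The erythroid list of 7 genes fell, with a median of -2.95 and 4 lower when adjusted over the list alone (camera adjusted p = 0.0001425, adjusted p = 0.486 with an estimated correlation). DESeq2 and edgeR's exact test each called 4 of the erythroid genes, voom 3, and none of them a contractile gene. Without aged control rat 11 the quasi-likelihood test called 3 genes lower, and without 9-month rat 4 it called 1 gene higher.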

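With RLX in males no gene of 12232 passed the quasi-likelihood test (smallest adjusted p = 0.283), while 1464 had an unadjusted p under 0.05. Where other tests called genes, nearly all were lower with RLX. DESeq2 gave 5 higher and 107 lower, voom 11 higher and 151 lower, and edgeR's exact test 0 higher and 17 lower. Contractile genes of cardiomyocytes fell as a group in RLX-treated males, with 19 of 24 negative and a median log2 fold change of -0.26 (camera adjusted p = 0.000173, adjusted p = 0.502 with an estimated correlation), and 9 were lower and 2 were higher at an unadjusted p under 0.05. None of the 24 passed with the quasi-likelihood test, and DESeq2 called 1, edgeR's exact test 0 and voom 5. The direction of change depended on gene length in this comparison. The median log2 fold change was -0.25 in the shortest of 5 equal groups of genes and 0.24 in the longest, and with that trend removed the quasi-likelihood test again called no DEG. Without aged control rat 11 it called 1 gene lower.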

### Female rats

Application of Ingenuity Pathway Analysis (IPA) software to DEGs showed that female rats exhibit significant activation of inflammatory and immune signaling pathways with aging (Fig 3A) which are reversed by RLX treatment (Fig 3B). These pathways include: 1) Calcium-induced T lymphocyte apoptosis pathway, which acts to counter excessive inflammatory response [42, 43], though may be harmful in some cases [44], 2) PKCθ signaling in T Lymphocytes, involved in T-cell activation and NF-κB signaling [45, 46], 3) iCOS-iCOSL signaling in T-helper cells, resulting in activation and migration of lymphocytes and secretion of both anti- and pro-inflammatory cytokines [47], 4) NFAT regulation of the immune response, involved in cytokine production in leukocytes [48], 5) TH1 signaling, resulting in pro-inflammatory response, compared to the anti-inflammatory TH2 signaling [49] and 6) dendritic cell maturation, which acts as a link between innate and adaptive immunity [48].

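In aged control females T cell markers rose and with RLX they were lower. Of 23 T cell markers 10 rose and none fell with aging (16 rose when adjusted over the list alone), and the list rose with a median log2 fold change of 0.80 (camera adjusted p = 1.07e-09, adjusted p = 0.225 with an estimated correlation). Trat1, an adaptor of the T cell receptor, was at 2.06 ± 0.843 CPM (SD, n = 4) in aged controls and 0.408 ± 0.166 CPM (n = 4) at 9 months, a log2 fold change of 2.34 (SE 0.407, adjusted p = 0.0109), and Cd3d, a chain of the T cell receptor complex, rose by 1.19 (SE 0.253, adjusted p = 0.0246). Of 17 markers of NK and cytotoxic lymphocytes 3 rose (5 when adjusted over the list alone), among them Gzmk and Prf1, which encode a granzyme and perforin (log2 fold changes of 1.92 and 0.93, adjusted p = 0.0365 and 0.0408), and the list rose (camera adjusted p = 0.00152, adjusted p = 0.475 with an estimated correlation; 0.0539 without aged control rat 2). Of 17 dendritic cell genes 1 rose, Clec10a, a lectin also found on macrophages, and the list did not pass with aging (adjusted p = 0.140).

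With RLX all 23 T cell and all 17 NK and cytotoxic genes had a negative log2 fold change, with medians of -0.64 for each list, and both lists fell (camera adjusted p = 8.29e-08 and 2.90e-05, adjusted p = 0.308 and 0.433 with an estimated correlation). The dendritic cell list fell as well (camera adjusted p = 0.0145, adjusted p = 0.308 with an estimated correlation), except without RLX rat 4 (adjusted p = 0.0592) or aged control rat 2 (adjusted p = 0.117). No member of the 3 lists passed singly with the quasi-likelihood test, and 9 T cell, 4 NK and 6 dendritic cell genes were lower at an unadjusted p under 0.05. DESeq2 called 0, 0 and 2, edgeR's exact test 1, 0 and 1, and voom none. Most of these genes are expressed at a few CPM. By rat, the mean of the T cell list was below every aged control in 3 RLX libraries (exact permutation test, p = 0.0857, adjusted p = 0.257). By staining, the paper saw slightly more T cells with RLX in females, the other direction, and calls the significance unclear since T cells were sparse. The call of Cd3d was lost without aged control rat 2 or 4 or 9-month rat 1 or 4 (adjusted p of up to 0.0857), those of Gzmk and Prf1 without any library but aged control rat 5 (up to 0.124 and 0.123), and 3 T cell markers rose when all 3 female groups were fitted together.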

**Fig 3:**
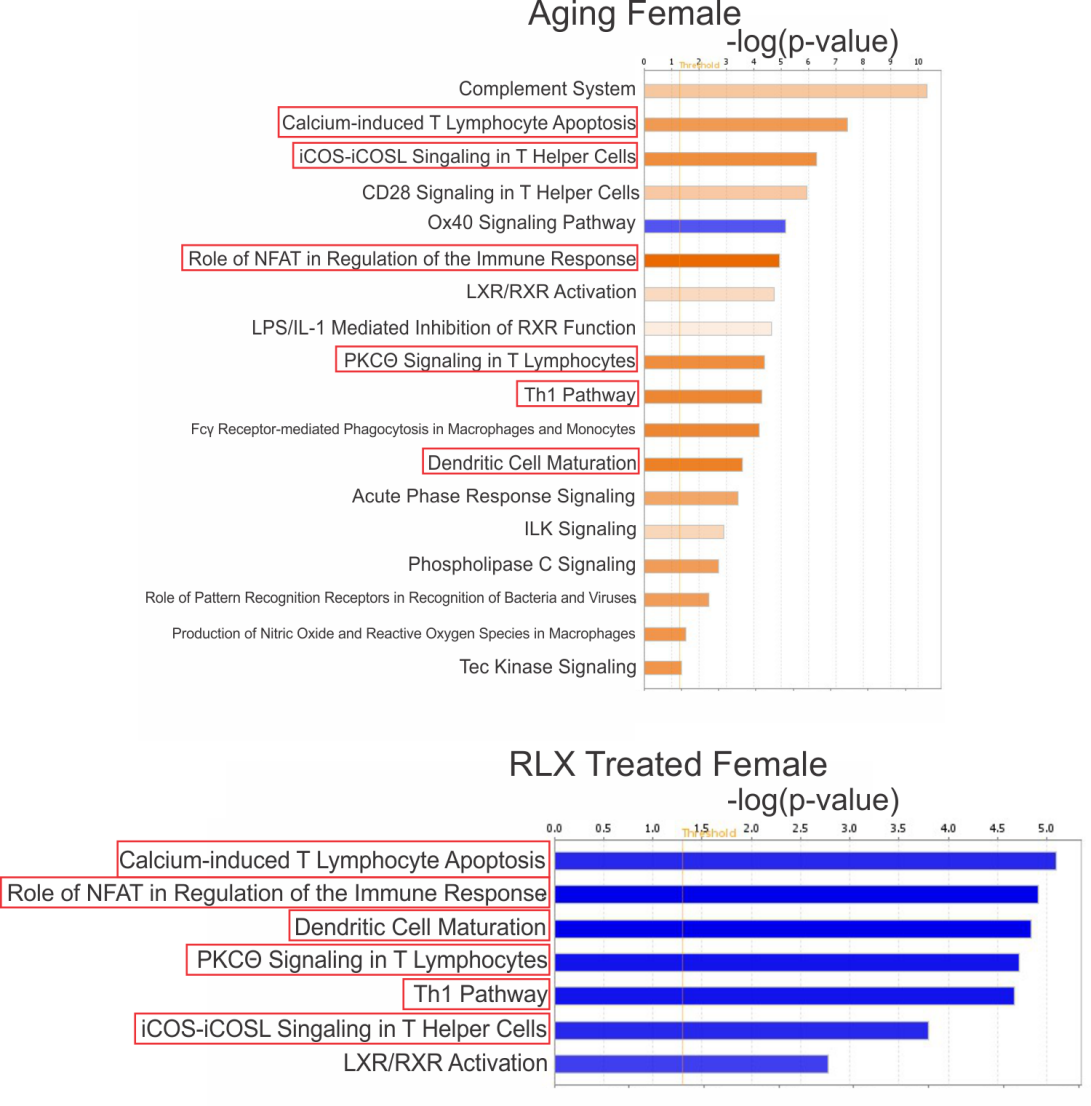
RLX inhibits multiple inflammatory pathways activated in aged females. (a) Pathway analysis of female rats suggest that multiple inflammatory signaling pathways are activated (orange) in aging and (b) RLX treatment inhibited (blue) many of these signaling pathways. Due to the substantial number of pathways altered in female aging (93 pathways) and RLX treatment (58 pathways), only those pathways whose activation or inhibition was predicted by IPA (orange or blue colors, respectively) are shown.

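RT1-Ba, RT1-Da and RT1-Db1, the rat counterparts by species match of HLA-DQA1, HLA-DRA and HLA-DRB5, encode chains of MHC class II molecules, which present antigens to T cells. In aged control females RT1-Ba was at 219 ± 32.3 CPM (SD, n = 4), against 136 ± 15.7 CPM (n = 4) at 9 months and 105 ± 29.4 CPM (n = 4) with RLX, RT1-Da was at 302, 193 and 151 CPM, and RT1-Db1 was at 268, 176 and 124 CPM. All 3 rose with aging, by 0.70 (SE 0.1195, adjusted p = 0.0104), 0.66 (SE 0.112, adjusted p = 0.0101) and 0.62 (SE 0.111, adjusted p = 0.0127) on the log2 scale. Their log2 fold changes with RLX were -1.08 (SE 0.194), -1.02 (SE 0.206) and -1.13 (SE 0.201), with adjusted p-values of 0.0825, 0.0937 and 0.0825, and every RLX library was below every aged control. Fcgr3a, a receptor for immunoglobulin G, rose from 0.790 ± 0.103 to 2.99 ± 0.290 CPM (n = 4 each) with aging (log2 fold change 1.93, SE 0.216, adjusted p = 0.00324) and was at 1.42 ± 0.396 CPM (n = 4) with RLX (log2 fold change -1.10, SE 0.232, adjusted p = 0.0895).

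Of 12 genes of MHC class II presentation 8 rose and none fell with aging (9 rose when adjusted over the list alone), with a median of 0.57 (camera adjusted p = 1.45e-08, adjusted p = 0.225 with an estimated correlation), and of 30 class I genes 7 rose and none fell (15 when adjusted over the list alone), with a median of 0.32 (camera adjusted p = 4.59e-08, adjusted p = 0.304 with an estimated correlation). With RLX all 11 class II and 28 of 30 class I genes tested had a negative value, and both lists fell (camera adjusted p = 4.52e-10 and 2.89e-15, adjusted p = 0.271 for both with an estimated correlation). Tap1, which carries peptides to class I molecules, was at 40.0 ± 7.18 CPM with RLX and 63.2 ± 3.78 CPM in aged controls (log2 fold change -0.68, SE 0.118, adjusted p = 0.0698). None passed singly with RLX by the quasi-likelihood test or voom. At an unadjusted p under 0.05, 7 class II and 21 class I genes were lower, and both counts were the same when adjusted over each list alone. DESeq2 called 6 and 11, and edgeR's exact test called 5 and 8. Genes of the RT1 region are near-identical to one another and share reads, so their single values are uncertain. The call of RT1-Db1 with aging was lost without 9-month rat 1 or 4 (adjusted p of up to 0.0544), and without aged control rats 5 and 6 the aging counts were 5 and 4. The mean log2 CPM in aged control rats 2 and 4 was 5.453 and 5.192 for class II, against 4.569 to 4.865 at 9 months. For class I it was 5.551 and 5.594, against 5.128 to 5.235.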

Aging increased and RLX decreased expression of a common set of genes, namely those associated with the major histocompatibility complex (MHC) which is involved in immune system signaling (Table 4). This was supported by MetaCore (Thomson Reuters) analysis that showed activation of antigen presentation by MHC class I & II in aging and inhibition with RLX treatment (data not shown).

**Table 4:** Common genes altered by relaxin.

Gene reversal by relaxin in female rats			
Signaling pathway	Aging	RLX	RLXs Effect
Role of NFAT in Regulation of the Immune Response	Activates	Inhibits	FCGR3A/FCGR3B(↓), HLA-DQA1(↓), HLA-DRA(↓), HLA-DRB5(↓), LOC1009009593/RT(↓)
Dendritic Cell Maturation	Activates	Inhibits	
Calcium-induced T Lymphocyte Apoptosis	Activates	Inhibits	HLA-DQA1(↓), HLA-DRA(↓), HLA-DRB5(↓), LOC1009009593/RT(↓)
iCOS-iCOSL Signaling in T Helper Cells	Activates	Inhibits	
TH1 Pathway	Activates	Inhibits	
PKCθ Signaling in T Lymphocytes	Activates	Inhibits	

Right column indicates which genes are common between aging and RLX groups which RLX reverses compared to the aging group. Arrows indicated direction of change by RLX. FCGR3A/B: Encodes receptor for Fc portion of immunoglobin G. HLA: human leukocyte antigen; gene complex which forms the major histocompatibility complex. LOC: indicates genes with uncertain functions.

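Many macrophage genes rose in aged control females. Of 30 macrophage markers 21 rose and none fell relative to 9-month females (27 rose when adjusted over the list alone), all 30 had a positive log2 fold change, and the list rose with a median of 0.78 (camera adjusted p = 2.38e-23, adjusted p = 0.221 with an estimated correlation). Cd68, a lysosomal protein of macrophages, was at 20.2 ± 2.08 CPM (SD, n = 4) in aged controls and 10.6 ± 1.29 CPM (n = 4) at 9 months, a log2 fold change of 0.95 (SE 0.121, adjusted p = 0.00435). Cd163 and Mrc1, scavenger receptors of resident macrophages, rose by 0.79 (SE 0.111, adjusted p = 0.00613) and 0.77 (SE 0.0956, adjusted p = 0.00435). Itgb2, the β2 integrin with which leukocytes adhere, rose by 0.78 (SE 0.119, adjusted p = 0.00798), and Cd4, found on helper T cells and on rat macrophages, by 0.71 (SE 0.116, adjusted p = 0.00975). Of 13 nerve and Schwann cell markers 2 also rose with aging (4 when adjusted over the list alone) and all 13 were positive, with a median of 0.36 for the list (camera adjusted p = 0.000662, adjusted p = 0.252 with an estimated correlation). Of 8 mesothelial markers 3 rose, and that list did not pass (median 0.75, adjusted p = 0.0509), although it passed in 7 of the 8 fits without 1 library, all but the one without aged control rat 5 (adjusted p = 0.0951), and with the trend on gene length removed (adjusted p = 0.0408).

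The genes drawn in Fig 4A and 4B were chosen by the study on these samples and are not independent evidence of a direction. Of the 71 measured genes drawn as higher in Fig 4A all 71 were higher with aging and 47 passed, and of 12 in Fig 4B all were higher and 10 passed. Of the 6 drawn as lower in Fig 4A all were lower and Vegfa, the endothelial growth factor gene, passed (log2 fold change -0.78, SE 0.158, adjusted p = 0.0231). From these genes the paper predicts more migration and activation of leukocytes and more antigen presentation in aged females. The number that passed among the 71 to 72 genes of Fig 4A was 30 without aged control rat 6, 31 without rat 2, 20 without 9-month rat 1 and 18 without 9-month rat 4, and it was 70 with DESeq2 and 67 with edgeR's exact test. For Fig 4B, 5 of 13 genes passed without 9-month rat 1 and 4 of 13 without 9-month rat 4. Without aged control rats 5 and 6, 13 macrophage markers rose, and the call of Vegfa was lost without any 1 of aged control rats 4, 5 and 6 and 9-month rats 1 and 4 (adjusted p of up to 0.0833). The mean log2 CPM of the macrophage list was 4.431 and 4.13 in aged control rats 2 and 4, against 3.369 to 3.827 at 9 months.

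**Figure D3:**
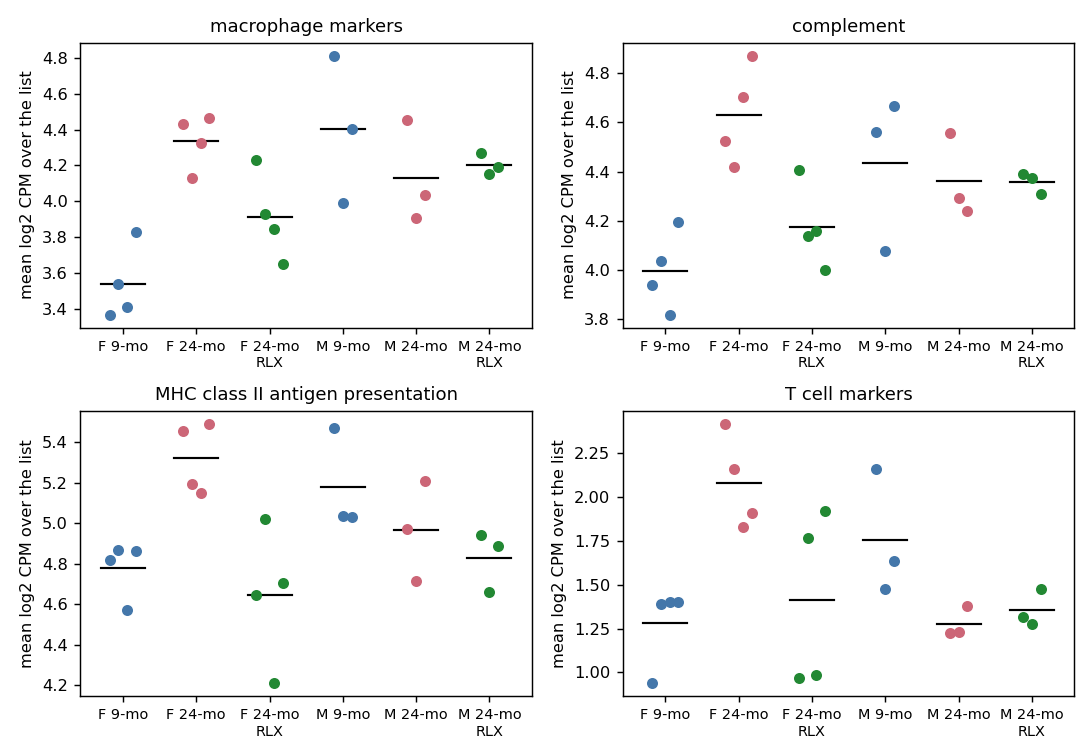
Mean log2 CPM over the macrophage, complement, MHC class II and T cell lists in each left ventricle, by sex (F, M) and group. Points are rats and lines are group means. In females the 4 aged controls lie above the 4 rats at 9 months for the macrophage list.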

Analysis of DEGs by IPA to predict which cellular functions would be altered in aging or by RLX, showed that aged female rats exhibit increased gene expression involved in migration and activation of leukocytes and increased antigen presentation (Fig 4A and 4B), and these functions are significantly reversed by RLX (Fig 4C and 4D), supporting RLXs role in MHC regulation.

**Fig 4:**
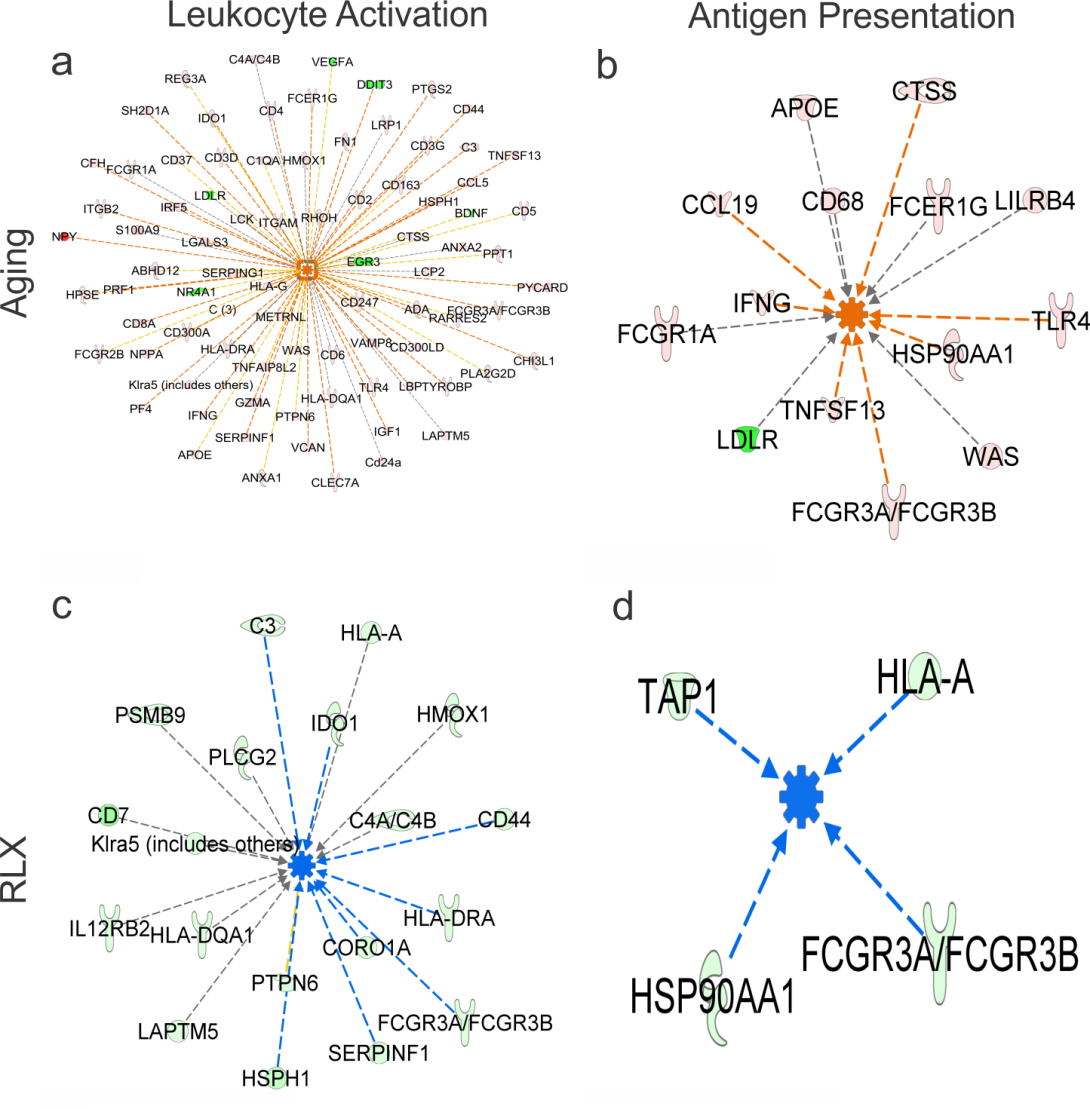
DEG analysis in female LV to predict cellular functions. IPA shows that aging leads to extensive alterations of gene expression resulting in leukocyte activation (panel a) and antigen presentation (panel b). RLX significantly reduced the expression of multiple genes associated with immune activation (panel c) and antigen presentation (panel d); that is, RLX largely reversed the effect of aging on the immune cell response. Orange centers denote activated function. Blue centers denote inhibited function. Green genes indicate reduced expression. Red genes indicated increases in expression. Orange, Blue and Yellow lines: the altered genes lead to activation, inhibition of function or is acting in a way opposite to the current literature, respectively. Brown lines: the function of the gene is unclear in the literature.

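Macrophage genes were lower in aged females treated with RLX, as a group. Of 30 macrophage markers 28 had a negative log2 fold change relative to aged controls, with a median of -0.46, and the list fell (camera adjusted p = 2.72e-12, adjusted p = 0.308 with an estimated correlation). None passed singly with the quasi-likelihood test or voom, 18 were lower at an unadjusted p under 0.05 and 17 when adjusted over the list alone, and DESeq2 called 7 and edgeR's exact test 5. Laptm5, a lysosomal membrane protein of hematopoietic cells, was at 67.2 ± 10.3 CPM (SD, n = 4) with RLX and 103 ± 4.97 CPM (n = 4) in aged controls, a log2 fold change of -0.63 (SE 0.105, adjusted p = 0.0661). Itgb2 had a value of -0.50 (SE 0.112, adjusted p = 0.102) and Cd68 of -0.47 (SE 0.139, adjusted p = 0.188). Cd74, the invariant chain that guides MHC class II molecules, was at 475 ± 71.8 CPM (n = 4) with RLX and 794 ± 76.4 CPM (n = 4) in aged controls, a log2 fold change of -0.76 (SE 0.1204, adjusted p = 0.0661, 0.00306 by edgeR's exact test, in a range of 4.47e-06 to 0.184 over all alternatives). All 19 measured genes of Fig 4C and all 3 of Fig 4D were lower with RLX at an unadjusted p under 0.05, and none passed the adjusted test. These genes were chosen by the study on these samples. DESeq2 called 13 of the 19 and 2 of the 3, edgeR's exact test 17 and 3, and voom 0 and 0. The lists of 13 nerve and Schwann cell, 10 mesothelial and 16 adipocyte markers also fell with RLX, with medians of -0.38, -0.53 and -0.26 (camera adjusted p = 0.00184, 0.0145 and 0.0115, adjusted p = 0.308, 0.433 and 0.308 with an estimated correlation). None of these markers passed singly with the quasi-likelihood test or voom, and DESeq2 and the exact test each called 1 mesothelial and 1 adipocyte marker. The mesothelial call was lost without aged control rat 5 (adjusted p = 0.0667) and the adipocyte call without rat 4 (adjusted p = 0.0757).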

In addition to the signaling pathways that are reversed by RLX based on IPA, MetaCore analysis also showed that the classical complement cascade is significantly activated in aging (Fig 5A) and reversed by RLX treatment (Fig 5B) in female rats.

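Complement genes rose in aged control females and were lower with RLX. Of 29 complement genes 12 rose and none fell with aging (21 rose when adjusted over the list alone), and the list rose with a median log2 fold change of 0.78 (camera adjusted p = 2.16e-12, adjusted p = 0.221 with an estimated correlation). C1qa, C1qb and C1qc, which encode the chains of C1q, the first component of the classical cascade, rose by 1.08 (SE 0.135, adjusted p = 0.00435), 1.05 (SE 0.124, adjusted p = 0.00427) and 0.94 (SE 0.131, adjusted p = 0.00613). C1qa was at 197 ± 22.6 CPM (SD, n = 4) in aged controls, 94.6 ± 17.9 CPM (n = 4) at 9 months and 139.5 ± 38.1 CPM (n = 4) with RLX. C7, a component of the membrane attack complex, was at 1139 ± 189 CPM (n = 4) in aged controls, 740.1 ± 91.4 CPM (n = 4) at 9 months and 711 ± 96.2 CPM (n = 4) with RLX, log2 fold changes of 0.64 (SE 0.134, adjusted p = 0.0231) with aging and -0.70 (SE 0.139, adjusted p = 0.0825) with RLX. Serping1, which encodes the C1 inhibitor, rose by 0.78 (SE 0.155, adjusted p = 0.0218) with aging.

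With RLX 24 of the 29 genes had a negative value and the list fell with a median of -0.53 (camera adjusted p = 3.28e-10, adjusted p = 0.308 with an estimated correlation). None passed singly with the quasi-likelihood test or voom, 18 were lower at an unadjusted p under 0.05 and 17 when adjusted over the list alone, and DESeq2 called 12 and edgeR's exact test 10. The smallest adjusted p belonged to C2_3, a copy of complement C2 that shares reads with the other C2 entries, with -0.77 (SE 0.126, adjusted p = 0.0661), and C1qa had -0.52 (SE 0.179, adjusted p = 0.246). Of the 10 measured genes marked in Fig 5A all were higher with aging and 8 passed, but 5 passed without 9-month rat 1 and 5 without 9-month rat 4. Of the 3 in Fig 5B all were lower with RLX and none passed (unadjusted p under 0.05 for all 3). DESeq2 called 2 of those 3, edgeR's exact test 3 and voom 0. The study chose these genes on the same samples. The calls of C7 and Serping1 with aging were lost without 9-month rat 1 or 4, and that of C7 also without aged control rat 6 (adjusted p of up to 0.0707 and 0.0813), and without aged control rats 5 and 6, 6 complement genes rose. The mean log2 CPM of the complement list was 4.523 and 4.417 in aged control rats 2 and 4, against 3.82 to 4.197 at 9 months.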

**Fig 5:**
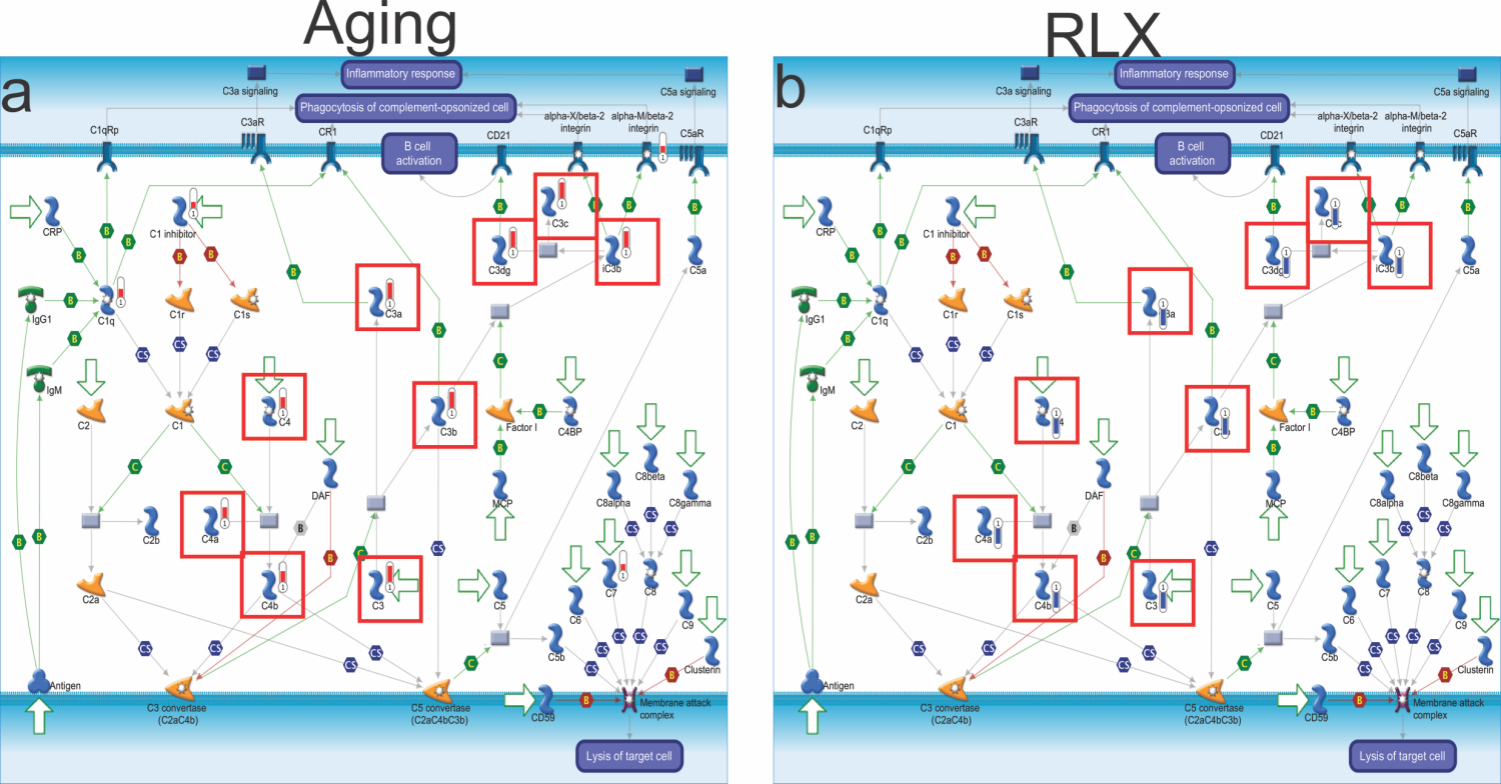
Classical complement pathway activity in female LV in aging and aging plus RLX. The classical complement cascade can result in an opsonization, or marking of cells for phagocytosis, and lysis of bacteria. It can also result in an augmented inflammatory response. A. Effect of aging on complement component activation. B. Effect of RLX on reversal of complement activity. Red boxes indicate significant alterations of specific complement components. Red and blue thermometer markers next to specific components indicate increased and decreased component expression, respectively. For key describing complement components, see https://portal.genego.com/help/MC_legend.pdf.

### Male rats

IPA pathway analysis of male rats (Fig 6A and 6B) show a significant decrease in dendritic cell maturation with age (Fig 6A) and inhibition of EIF2 and IL-6 signaling with RLX treatment (Fig 6B). These data, again, support the notion that there are major differences in the regulation of gene expression in male and female rats with aging and RLX treatment. 

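Ribosomal protein genes, whose products carry out the translation that EIF2 starts, were lower with RLX in males. Of 66 such genes 64 had a negative log2 fold change, with a median of -0.60, and the list fell (camera adjusted p = 2.51e-37, adjusted p = 0.502 with an estimated correlation). Rps21 was at 173 ± 31.0 CPM (SD, n = 3) with RLX and 317 ± 39.4 CPM (n = 3) in aged controls, and Rplp2 at 164 ± 42.3 CPM (n = 3) and 314 ± 28.2 CPM (n = 3), log2 fold changes of -0.84 (SE 0.165, adjusted p = 0.283) and -0.91 (SE 0.187, adjusted p = 0.283). None of the 66 passed singly with the quasi-likelihood test, while 59 were lower at an unadjusted p under 0.05 and 58 when adjusted over the list alone, and DESeq2 called 26, voom 27 and edgeR's exact test 3. These are short genes, and random sets of other genes of the same lengths had a median of -0.33. With the trend on gene length removed Rps21 had -0.37 and Rplp2 -0.48. The list of 5 non-polyadenylated RNAs also fell with RLX in males, with a median of -0.27 (camera adjusted p = 0.0486, adjusted p = 0.627 with an estimated correlation), a call lost without aged control rat 12 (adjusted p = 0.511) or RLX rat 2 (adjusted p = 0.126) or 7 (adjusted p = 0.124) and with the trend on gene length removed (adjusted p = 0.603). Only voom called 1 of the 5. Aged control rat 12 had the highest mean log2 CPM of all males for the ribosomal list (9.23) and for this one (5.49).

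Of 23 genes of IL-6 family signaling 13 had a negative value with RLX in males, with a median of -0.62, and the list did not pass (camera adjusted p = 0.0612), but passed without RLX rat 2 (adjusted p = 0.0149) or 7 (adjusted p = 0.0285), without aged control rat 8 (adjusted p = 0.0172) or 11 (adjusted p = 0.00274), and with the trend on gene length removed (adjusted p = 0.00480). None passed singly, 6 were lower and 3 higher at an unadjusted p under 0.05, 3 were lower when adjusted over the list alone, and DESeq2 called 2, edgeR's exact test 1 and voom 1. With male aging 9 of 16 dendritic cell genes had a negative value, with a median of -0.12, and neither the list (adjusted p = 0.770) nor any member passed by any of the 4 tests, with 1 lower at an unadjusted p under 0.05. Cd83, a marker of mature dendritic cells, was at 113 ± 38.0 CPM (n = 3) in aged control males and 175 ± 45.2 CPM (n = 3) at 9 months, a log2 fold change of -0.66 (SE 0.269, adjusted p = 0.546) that was -0.44 without 9-month rat 4.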

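Ccl2, which attracts monocytes, was at 159 ± 84.0 CPM (SD, n = 3) in aged males treated with RLX, 528 ± 467 CPM (n = 3) in aged control males and 367 ± 34.6 CPM (n = 3) at 9 months. Its log2 fold change was -1.71 (SE 0.674, adjusted p = 0.399) with RLX, and -0.66 without aged control rat 12. Ccr1, a receptor for several chemokines, was at 5.35 ± 3.18 CPM (n = 3) with RLX, 4.75 ± 1.52 CPM (n = 3) in aged controls and 9.59 ± 5.03 CPM (n = 3) at 9 months. Of 32 chemokines and their receptors 23 had a negative value with RLX in males, with a median of -0.27, and the list fell (camera adjusted p = 0.00459, adjusted p = 0.627 with an estimated correlation). That call was lost without aged control rat 12 (adjusted p = 0.242) and with the trend on gene length removed (adjusted p = 0.157). None passed singly with the quasi-likelihood test or voom, 4 were lower at an unadjusted p under 0.05 and 2 when adjusted over the list alone, and DESeq2 and edgeR's exact test each called 1.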

MetaCore analysis in male rats suggest that multiple pathways are inhibited by RLX: IL-1, CCR1, CCL2, HMGB1/RAGE and LPS signaling, though these are not necessarily activated by aging (not shown). 

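In aged control males the macrophage and T cell lists were lower than at 9 months. Of 29 macrophage markers 22 had a negative log2 fold change with male aging, with a median of -0.33 (camera adjusted p = 0.000486, adjusted p = 0.597 with an estimated correlation), and of 22 T cell markers 20, with a median of -0.53 (camera adjusted p = 0.000329, adjusted p = 0.486 with an estimated correlation). Both calls were lost without 9-month rat 3 (adjusted p = 0.310 and 0.0572), and no member passed singly, with 5 and 6 lower at an unadjusted p under 0.05 (DESeq2 called 0 and 1, edgeR's exact test and voom 0). With RLX the macrophage list rose slightly, with a median of 0.08 (camera adjusted p = 0.0348, adjusted p = 0.659 with an estimated correlation), a call lost without aged control rat 8 (adjusted p = 0.386) or 11 (adjusted p = 0.215) or RLX rat 2 (adjusted p = 0.104), and the T cell list did not pass (adjusted p = 0.276). The MHC class I list fell with RLX, with 23 of 31 genes negative and a median of -0.25 (camera adjusted p = 0.00383, adjusted p = 0.627 with an estimated correlation, and at most 0.0452 by camera without 1 library). None of the 31 passed by any of the 4 tests, and 8 were lower at an unadjusted p under 0.05.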

IPA analysis in male rats, did not show an activation of immune cell recruitment in aging, though RLX significantly repressed immune cell activity, recruitment and accumulation (Fig 6C).

**Fig 6:**
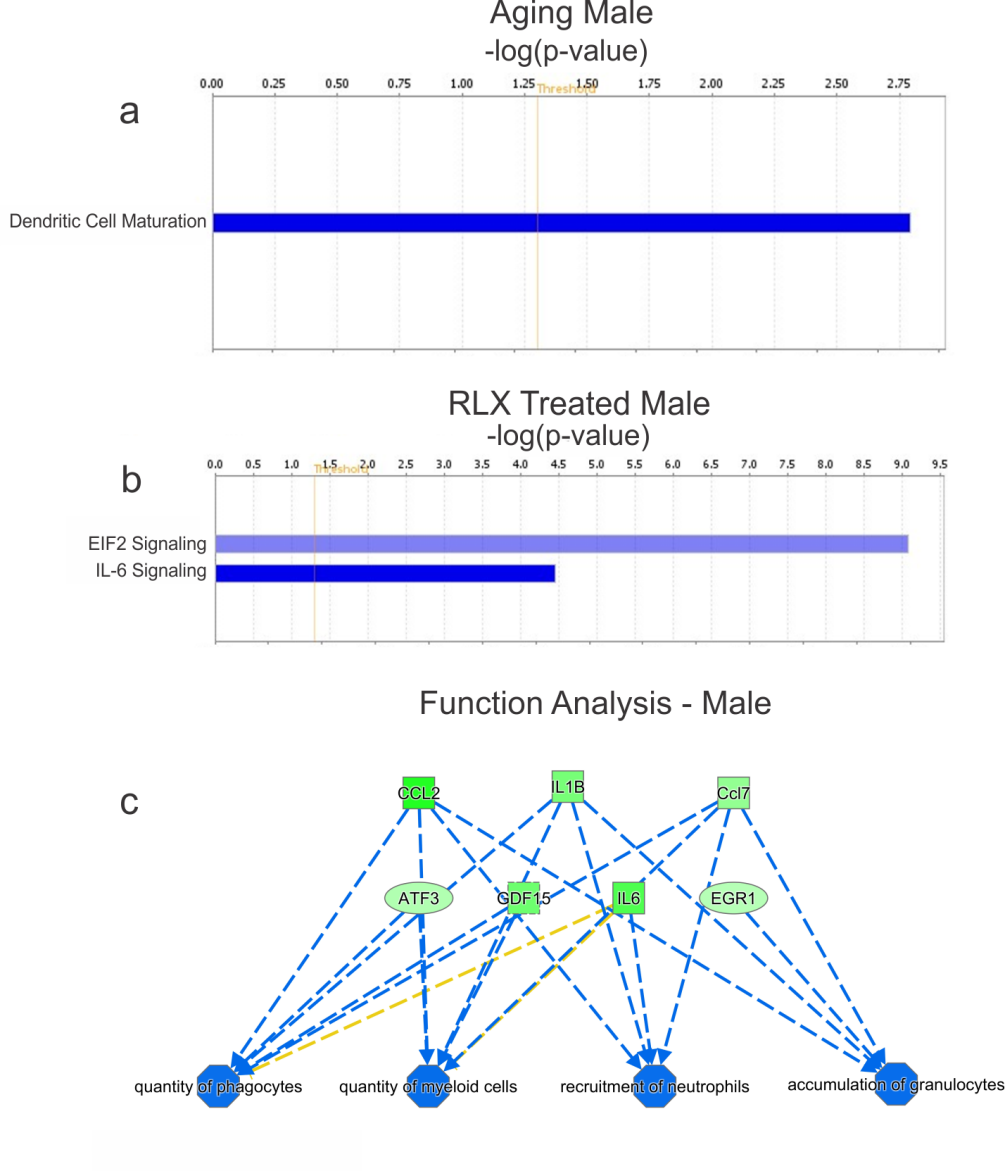
Relaxin suppress immune cell recruitment and accumulation, in male ventricles. Male rats had negligible pathway alterations (a) with aging or (b) RLX treatment. Blue bars indicate pathway inhibition. IPA in males (c) showed that quantity, recruitment and accumulation of various immune cells were inhibited (green) by RLX. In males, aging and RLX treatment altered 24 and 46 pathways, respectively; hence only pathways whose activation or inhibition was predicted by IPA (orange or blue colors, respectively) are shown here.

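The 7 genes of Fig 6C were all lower with RLX in males at an unadjusted p under 0.05, with a median log2 fold change of -1.71, and none passed with the quasi-likelihood test or voom. DESeq2 called 3 of them and edgeR's exact test 1. The study chose these genes on the same samples. Ccl7, a chemokine for monocytes, was at 50.5 ± 29.7 CPM (SD, n = 3) with RLX and 137 ± 66.1 CPM (n = 3) in aged controls, a log2 fold change of -1.41 (SE 0.486, adjusted p = 0.349, 0.0209 by DESeq2, in a range of 0.0209 to 0.712 over all alternatives) that was -0.91 without aged control rat 12. Ccl12, also a chemokine for monocytes, is not among the 7 genes and was named for its small p within the chemokine list. It was at 1.11 ± 0.843 CPM (n = 3) and 6.37 ± 2.08 CPM (n = 3), a log2 fold change of -2.44 (SE 0.536, adjusted p = 0.283, 0.0116 by edgeR's exact test, in a range of 0.0116 to 0.712). In both cases every RLX library was below every aged control (exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). Among all genes tested with RLX in males, 19.92% did not overlap between the groups. From the lower expression of the genes of Fig 6C the paper states that the quantity, recruitment and accumulation of immune cells were inhibited in males.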

These data and Tables 1–3 indicate that gender plays a vital role in terms of which genes are altered in aging and disease, and that treatments can affect males and females in different ways.

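The effect of aging differed between the sexes for 395 of 13090 genes tested for the difference itself, 241 with a larger increase or smaller decrease in females and 154 the other way. Collagen genes were among those that went opposite ways. Col1a1 had log2 fold changes of 0.60 in female and -1.73 in male aging, a difference of 2.30 (adjusted p = 0.0197), and for Col3a1 the difference was 2.45 (adjusted p = 0.0175). The complement genes C1qa and C1qc differed by 1.50 (adjusted p = 0.0145) and 1.31 (adjusted p = 0.0146), and the leukocyte integrin gene Itgb2 by 1.40 (adjusted p = 0.0146). Nnt, a mitochondrial enzyme that makes NADPH, differed by -1.07 (adjusted p = 0.0175). As groups, macrophage, collagen, complement, T cell and MHC class II genes were higher with aging in females relative to males (camera adjusted p = 2.99e-16, 1.36e-15, 7.74e-09, 7.74e-09 and 9.04e-06; none passed with an estimated correlation, with adjusted p = 0.224 for macrophage, complement and T cell genes). Of the 291 genes higher with aging in females 103 passed this test, and 73 of the 286 measured in males had a positive value in male aging. The 291 genes were chosen by their rise in females, which is part of the difference tested. The 103 are therefore no separate support for a sex difference.

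For the effect of RLX no gene of 13017 differed between the sexes by the quasi-likelihood test (smallest adjusted p = 0.113), with 1841 at an unadjusted p under 0.05, while DESeq2 called 383 and voom 259. The count of 0 became 221 without RLX male rat 7 and was at most 1 without any other library. As groups, genes of oxidative phosphorylation, ribosomal proteins and cardiomyocyte contraction were higher with RLX in females relative to males (camera adjusted p = 2.21e-21, 1.54e-13 and 4.21e-12, adjusted p = 0.133, 0.589 and 0.0751 with an estimated correlation), and macrophage and complement genes were lower (camera adjusted p = 2.44e-09 and 1.28e-06, adjusted p = 0.357 for both with an estimated correlation). Changes with RLX in males depended on gene length, and the sex difference was not run with that trend removed. For aging DESeq2 and voom called 884 and 1040 genes. The count of 395 was 25 without 9-month male rat 4 and 38 without aged control male rat 8, between 96 and 246 without any 1 of female 9-month rats 1, 3 and 4, aged control females 2, 4 and 6 and aged control male rat 11, and 890 without 9-month male rat 2.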

### Macrophage accumulation

Based on higher IFNγ, IL-6, MHC gene expression, increased complement activation, and prediction of increased inflammatory/immunce cell activity by IPA in aging *female* but not male rats, we first investigated the effects of aging on macrophage and T-cell recruitment in *female* ventricular tissue by immunofluorescence (Fig 7A–7C). Tissue macrophage infiltration measured with the marker F4/80 [50], increased significantly in aging (Fig 7B) compared to the young controls (Fig 7A) and was dramatically decreased with RLX treatment (Fig 7C). Next, we tested the male LV for macrophage accumulation (Fig 7D–7F). Male rats had significantly less macrophages that did the corresponding female rats in each group. Moreover, male aging (Fig 7E) did not significantly increase macrophage accumulation compared to the young male rats (Fig 7D), and RLX did not cause a significant change compared to young or aged male controls (Fig 7F). Although RLX slightly increased and decreased T-cell accumulation in females and males, respectively, the significance is unclear because T-cells were sparse (<6/high power field) in all groups (data not shown).

**Fig 7:**
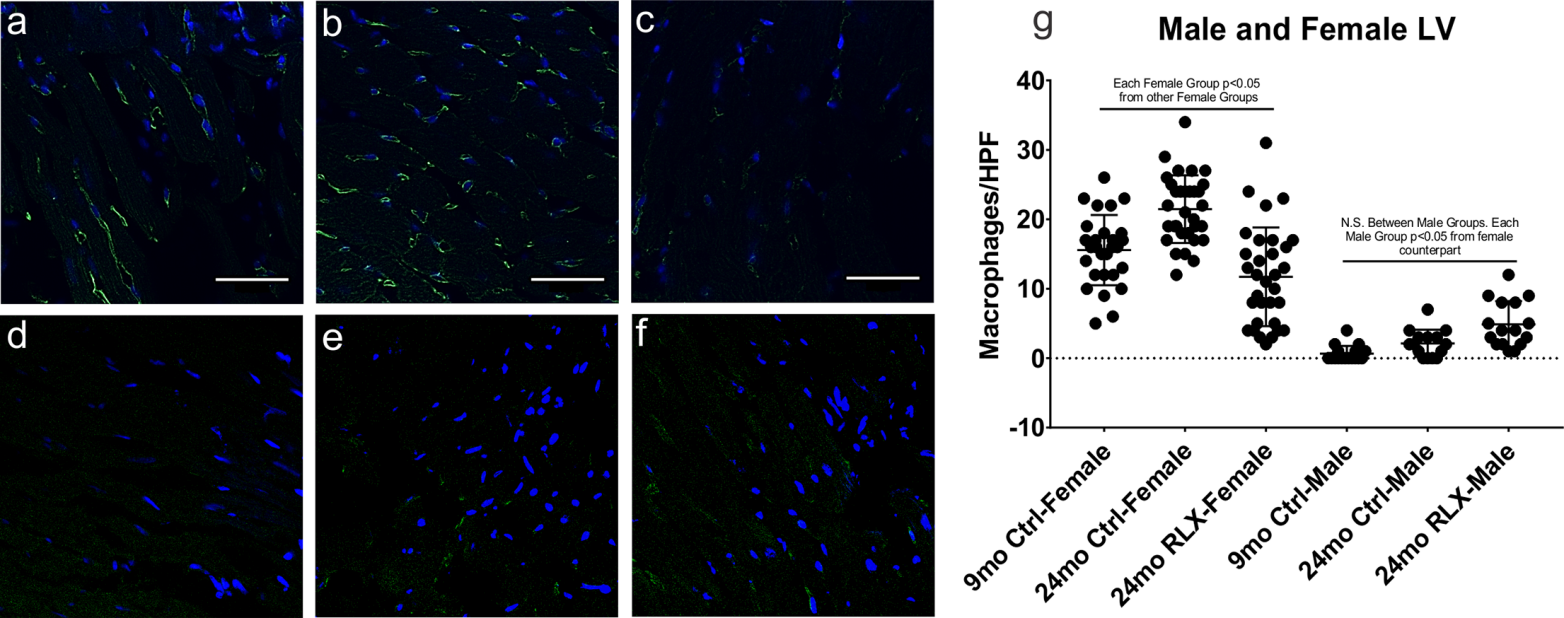
Effects of aging and RLX on macrophage accumulation in female ventricles. **A-C. Female.** Aged female left ventricles had significant macrophage accumulation (B. 21.47±0.86 macrophages/hpf) compared to young controls (A. 15.57±0.96) and RLX reversed this aged-dependent macrophage accumulation (C. 11.72±1.26). **D-F. Male.** Male left ventricles showed no change in macrophage accumulation in aging (E. 2.13±0.51) or with RLX treatment (4.88±0.84) compared to young (0.65±0.27) male rats, and had less macrophages than females in each group. G. Quantification of macrophage accumulation. Blue: DAPI; Green: F4/80 macrophage marker; HPF: high power field. Data is reported as mean ± SEM. N.S.: Not significant. 60x magnification. Scale bar: 50 μm.

## Discussion

Our data show that aging promotes an inflammatory response in females, but not males, and RLX reverses these effects in females, and suppresses many inflammatory genes in *males*. One may reasonably conclude that RLX is acting at a genomic level to suppress inflammatory and immune responses in male and female rat heats. Others studies have bemoaned that only 10% of immunology studies consider sex as an important variable [51]; and the current findings re-enforce this concern by showing that females and males exhibit drastically different gene expression patterns and signaling pathway regulation, not only in aging, but also by relaxin therapy.

Reductions in IL-6 have been associated with beneficial effects in rheumatoid arthritis, though with increased LDL in the plasma.[13] 

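In aged control females Il6 was at 14.3 ± 9.19 CPM (SD, n = 4), against 7.85 ± 5.05 CPM (n = 4) at 9 months, a log2 fold change of 0.87 (SE 0.705) that did not pass the test (adjusted p = 0.539). It was above every 9-month rat in 2 of the 4 aged rats, and its value was 0.57 without aged control rat 2, 0.58 without 9-month rat 1 and 1.36 without 9-month rat 5. Genes that make and take up cholesterol fell with aging. Of 25 such genes 2 fell and none rose (7 fell when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.000768, adjusted p = 0.424 with an estimated correlation). Hmgcs1, an enzyme of the early cholesterol pathway, was at 20.2 ± 3.84 CPM (n = 4) in aged controls and 32.6 ± 4.26 CPM (n = 4) at 9 months, a log2 fold change of -0.68 (SE 0.138, adjusted p = 0.0223). This call was lost without aged control rat 6 or 9-month rat 1 or 4 (adjusted p of up to 0.0748).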

Here, we showed that aging increased IL-6 transcription in females, while also significantly lowering the LDL receptor necessary to reduce LDL concentration in the plasma. However, RLX reduced IL-6 and increased LDLR, suggesting more LDL receptors and a greater efficacy at removing excess LDL cholesterol from the plasma. These results suggest RLX may prove to be a beneficial therapy for patients suffering from rheumatoid arthritis or coronary artery disease. In addition, IL-6 has been associated with type II diabetes development, and as such, RLX may prove to be a beneficial therapy in diabetes management [52].

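With RLX Il6 was at 7.94 ± 5.39 CPM (SD, n = 4) in aged females, a log2 fold change of -0.84 (SE 0.712, adjusted p = 0.643) from aged controls that was -1.41 without RLX rat 4 and -0.53 without aged control rat 2. Of 25 genes that make and take up cholesterol 18 had a positive value with RLX, and the list rose with a median of 0.19 (camera adjusted p = 0.00213, adjusted p = 0.356 with an estimated correlation). None passed singly by the quasi-likelihood test, DESeq2, edgeR's exact test or voom, and 6 were higher and 1 was lower at an unadjusted p under 0.05. Hmgcs1 had a log2 fold change of 0.44 (SE 0.170, adjusted p = 0.286).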

The classical complement cascades converge on C3 components, which are necessary for C5 convertase formation and lead to inflammation (the anaphylatoxins C3a, C4a and C5a components) or bacteria lysis (C5b) [9]. 

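C3, the component on which the complement pathways converge, rose with aging in females from 3.01 ± 0.879 to 13.0 ± 5.50 CPM (SD, n = 4 each), a log2 fold change of 2.13 (SE 0.319, adjusted p = 0.00979), and was at 4.78 ± 1.79 CPM (n = 4) with RLX, a log2 fold change of -1.46 (SE 0.367, adjusted p = 0.167). C4b was at 135 ± 66.8 CPM (n = 4) in aged controls, 45.9 ± 13.8 CPM (n = 4) at 9 months and 51.0 ± 10.1 CPM (n = 4) with RLX, log2 fold changes of 1.58 (SE 0.368, adjusted p = 0.0536) with aging and -1.43 (SE 0.326, adjusted p = 0.155) with RLX. C4a_2, a C4 copy that shares reads with C4b so that either value is uncertain, had 1.99 (SE 0.544, adjusted p = 0.0898) with aging and -1.53 (SE 0.480, adjusted p = 0.249) with RLX, the latter -0.99 without aged control rat 6. For each of the 3 genes every aged control was above every 9-month and every RLX library. Other tests called more of these differences. By edgeR's exact test the adjusted p of C4b was 7.97e-05 with aging and 0.000534 with RLX (ranges over all alternatives 7.97e-05 to 0.406 and 5.95e-05 to 0.381), and that of C3 with RLX was 0.00464 (range 0.00145 to 0.374). DESeq2 called C3 and C4b in the same comparisons.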

Our data (Fig 5) shows that the C3a and C4a complement components are indeed two pieces, upregulated by aging and reversed by RLX. The anaphylatoxins can also increase activation of macrophages, resulting in increased release of inflammatory cytokines and stimulate the release of proteolytic enzymes which contribute to ongoing tissue damage and increase endothelial surface thrombogenicity. Moreover, clinical trials have shown that inhibition of C3 convertase attenuates both leukocyte attraction and mortality in cardiopulmonary bypass patients [9]. Taken together, our data suggest that relaxin could be a potent therapy to regulate aberrant complement activity.

Hofmann and Frantz [11] suggested that targeting specific cytokines in pre-clinical studies and clinical trials have failed to produce beneficial results due to the redundant nature of the immune system. Our study shows that RLX significantly alters multiple cytokines and signaling pathways in both genders, which could lead to improved suppression of inflammatory related pathophysiology that rely on these redundant immune effects.

Franceschi and Campisi [38] report that there are at least eight possible mechanisms for “inflammaging”: 1) persistent leukocyte production of reactive molecules, 2) cytokine production from damaged non-immune cells, 3) alterations in anabolic signaling, (e.g. TNFα and IL-6 signaling) altering insulin production, 4) “self-debris” from cell injury that accumulates over time, activating the inflammatory response, 5) reduced ability of the aged body to sequester infiltrated bacteria or viruses, 6) cellular senescence, 7) release of cytokines from damaged mitochondria and 8) dysregulation of the complement system. Our data supports reasons 1, 3 and 7 in that aging increases cytokine transcript production and RLX reduces cytokine transcript expression and accumulation of macrophages in LV tissue in females. Needless-to-say, further studies are needed on all possible mechanisms. Inflammation has been implicated in many aspects of cardiovascular disease including LV remodeling [53], hypertrophy [16], stroke [15], HF [14], and AF [54]. The suppression of inflammatory responses by RLX warrants further investigation considering its possible beneficial actions towards a therapy for such inflammatory related diseases as AF, diabetes, obesity and HF.

A limitation of this study is the lack of a general consensus for quantification and analysis of RNA-seq data [55]. The cut-off for filtering by RPKM is arbitrary and varies greatly in the literature, from 0.1 [56] to greater than 5 [57]. To determine which RPKM value to use for gene filtering, we obtained a freely available RNA-seq dataset analyzed using TopHat software [58], and compared results using our current analysis software. An RPKM ≥ 1 showed good agreement among the results between the two software packages. Another limitation is that RNA-seq was performed only on LV tissue, and it is unknown if atria or RV behave similarly. Finally, the experiments cannot discriminate whether RLX is removing the inflammatory stimulus resulting in downregulation of inflammatory markers, or is regulating transcription of the inflammatory markers themselves. The long-term effects following a short-term administration of RLX in clinical trials suggests a direct effect on transcription, and the broad reduction in multiple genes suggests a common nexus of action. Evidence suggests that multiple pro-inflammatory cytokines are controlled at the transcriptional level through histone modifications or phosphorylation.[59] Our lab showed that RLX can regulate phosphorylation of proteins [28], hence future studies should look into RLX’s ability to regulate histone modification and phosphorylation of genes.

How the deposited data were processed for this re-analysis (not part of the article)

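Total RNA of left ventricles was sequenced in 21 rats: 4 females and 3 males in each of the groups 24-month RLX, 24-month control and 9-month control. The RLX-treated 9-month rats were not analysed here. The authors removed ribosomal sequences, sequenced stranded paired-end libraries and mapped the reads with Biomedical Genomics Workbench 3.0.1 to the rat reference genome, whose build is not given in the sources used here. The counts in the 4 deposited tables are the authors' total counts of mapped reads per gene, not normalized. The RPKM values in the same tables are the authors' counts divided by gene length and library total, as deposited. Each table holds 26597 genes. The CPM and TPM columns were not used.

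Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each comparison used its 2 groups alone: filterByExpr, TMM factors, a robust quasi-likelihood fit and F test, and Benjamini-Hochberg adjustment. A DEG has an FDR of at most 0.05, an absolute fold change above 1.5 and a mean RPKM of at least 1 in either group. Adjusted p-values in the text are from edgeR's moderated test unless another tool is named. The standard error of a log2 fold change is its size divided by the square root of F. The difference between the sexes was tested as an interaction in edgeR. Log2 CPM used a prior count of 2. Lists of at least 3 measured genes were compared with all other genes by camera on voom values with a correlation of 0.01, and again with an estimated correlation. The list counts "adjusted over the list alone" use Benjamini-Hochberg adjustment within the list.

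The genes named follow a rule written before the files were opened. It takes per comparison the 10 higher and 10 lower DEGs with the smallest p among those whose groups do not overlap (uncharacterized identifiers skipped), every gene named in Tables 1, 3 and 4 (apart from the isoforms in Table 1, since the counts are per gene) and Figs 4, 5 and 6, up to 4 members with the smallest p per list named, the relaxin receptors and the gene of F4/80. Values in Tables 1 and 3 had been seen by then. Some genes that the rule covers are not reported here. Smad7, Tgfb1 and Nfkb1 were added after the data were examined. Gzmbl3, the hemoglobin genes with the largest fold changes and the atrial markers Sln, Myl4, Myl7 and Mybphl were also chosen after their values were seen. HLA-DQA1, HLA-DRA and HLA-DRB5 were matched to RT1-Ba, RT1-Da and RT1-Db1 by species.

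The alternatives were DESeq2 1.42.0, RLE factors, edgeR's exact test, voom with quality weights, no filterByExpr, all 3 groups of a sex in one fit, removal of a trend on gene length, other RPKM limits, FDR only, the rat number as a replicate block, and each library left out in turn. For lists they were an estimated correlation and fry. The rat numbers were checked for pairing: correlations between same-numbered females in their deviations from the group means ran from -0.189 to 0.153, so the numbers do not pair the groups. The pipeline was tested on simulated data with known changes. At a fold of 2 the quasi-likelihood test recovered 76% of changed genes in female aging, 78% with RLX in females, 46% in male aging and 48% with RLX in males. Over all folds 17 of its 161 calls, 10 of 164, 12 of 125 and 12 of 127 were false, and for edgeR's exact test 35 of 190, 29 of 193, 27 of 146 and 27 of 155.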

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

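The tests of Nppa, of the share of cardiomyocyte RNA and of gene length together with aged control rat 12 were chosen after the result was seen, and the other tests below were set before.

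Nppa averaged more in aged control females than at 9 months, and it was highest in aged control rat 5. Without that library the log2 fold change was 1.374 (SE 0.811), which fits 1 library as the source of most of the size of the difference. Atrial tissue in that sample would raise Nppa with the other atrial markers, but Nppa was 3.75 times what their median excess of 1.656 over the next highest female would give, so the test cannot tell. A higher expression of Nppa in the ventricle of that rat remains possible. By immunofluorescence the paper found more ANP protein in aged than in young female ventricles and less with RLX. The paper does not state whether rat 5 was among the rats stained.

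Ribosomal protein genes were lower with RLX in males, with a median log2 fold change of -0.60 over 66 genes. Random sets of other genes of the same lengths had a median of -0.3338 (95% of sets between -0.4264 and -0.2343), and the list lay below that band. Gene length bias can thus account for part of the shift. Whether it accounts for all of it cannot be told. The random sets hold unrelated genes, whereas ribosomal protein genes vary together, so the band is too narrow for such a list. A single library is not by itself the source, since the median closest to 0 with 1 library left out was -0.4116, without aged control rat 12. Length bias together with that library cannot be told apart from other sources, since without it the random sets had a median of -0.2315 (95% between -0.3221 and -0.1381), closer to the list than the bound of 0.2. An effect of RLX on translation genes or a difference in RNA composition remains open, and no gene of the list passed the quasi-likelihood test.

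Immune genes were higher with aging and lower with RLX in females. The shared 24-month controls would make such a mirror image by themselves. With those controls split between the comparisons, the correlation across all genes stayed negative in all 6 arrangements (highest -0.1004), which cannot tell. The RLX median of 123 genes of the macrophage, T cell, complement and MHC class I and II lists stayed at or below -0.4255. The paper reports these themes from the same rats, and other immune lists, such as that of NF-κB targets, were left out. All 4 aged controls thus entered the choice of lists, so the split cannot exclude the shared controls as a source. A lower share of cardiomyocyte RNA would raise all other cell types alike. Macrophage markers instead exceeded endothelial markers by 0.877 on the log2 scale with aging. The interval of 0.6458 to 1.108 came from resampling the marker genes, not the rats, so it leaves out variation between rats. By rat, the macrophage list was higher in all 4 aged controls than in every 9-month female. The endothelial list was below every 9-month female in 3 aged controls and above in 1. Other lists outside cardiomyocytes did rise with aging. The difference in mean log2 CPM was 0.53 for fibroblast and 0.72 for collagen genes, against 0.80 for macrophage markers and -0.31 for contractile genes. A comparison with endothelial markers alone therefore cannot exclude a lower share of cardiomyocyte RNA as part of the rise. More immune cells, more expression in them, or a different mix of the tissue sampled remains possible, since nerve and Schwann cell markers moved in the same directions and blood markers were higher in all 4 aged controls than in every 9-month female.

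Single libraries stood far from the other 3 of their group in 13 of 249 groups, and chance alone gives about 1 in 20. In CPM these were Fabp4 in female RLX rat 4 (666.1), Cxcl16 in female 9-month rat 1 (28.92), Ccl19 in aged control female 2 (2.681), Cxcl9 in aged control female 6 (29.04) and in female 9-month rat 5 (22.24), Fcgr3a in aged control female 4 (2.559), C4b in aged control female 6 (234.8) and C7 in female 9-month rat 3 (604.6). The others were Serping1 in female RLX rat 1 (161.4), Hsph1 and Hsp90aa1 in female 9-month rat 5 (108.1 and 918.7), Hspb1 in female 9-month rat 1 (522.4) and Clec10a in aged control female 5 (53.23).

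Aging differed between the sexes for 20 of 83 named genes by the interaction test. Some of these genes were named for their change in female aging, which is part of the difference tested. Their share is therefore no separate support for a sex difference. The log2 change in females minus that in males was positive for Ifng (3.919), RT1-Db1 (0.9617), Fcgr3a (2.406), Cd68 (1.355), Cd163 (1.183), Mrc1 (0.8545), Itgb2 (1.395), Cd4 (1.005), C1qa (1.503), C1qb (1.226), C1qc (1.312), Cilp (2.594), Col1a1 (2.304), Col3a1 (2.446), Clec10a (1.248), Bst2 (0.6644) and Emr1 (0.9754). It was negative for Vegfa (-1.247), Sdha (-0.7089) and Nnt (-1.07). In all, 395 genes differed.

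Other genes that changed with aging in females were 5 heat shock genes, 25 ribosomal protein genes and 12 genes of oxidative phosphorylation. Cnpy1 was higher in RLX-treated 24-month females than at 9 months (log2 fold change 2.677, adjusted p = 2.399e-05).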

How the results depend on the processing

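Female aging was the only comparison of aging or RLX within a sex with DEGs under the settings used for the text. Its 352 DEGs stayed within 1.5 times that number except with the rat number as a replicate block (0), without the female libraries with the most atrial or hemoglobin transcripts (165, a setting chosen after seeing the data) and with FDR only (679). Without 1 library they ranged from 102 to 395. The 0 with the replicate block is no test of the result, since that fit leaves almost no residual degrees of freedom. The cause of the other changes was not tested, apart from fewer samples.

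With RLX in females the count of 0 became 143 with DESeq2, 119 with edgeR's exact test, 29 without filterByExpr, 24 with all 3 groups in one fit, 18 with the replicate block and 40 without the female libraries with the most atrial or hemoglobin transcripts (0 to 2 without 1 library). In male aging 0 became 59 with DESeq2, 70 with the exact test, 68 with voom, 20 without filterByExpr and 13 with all 3 groups (0 to 3 without 1 library). With RLX in males 0 became 112 with DESeq2, 17 with the exact test and 162 with voom (0 to 1 without 1 library). RLX-treated 24-month against 9-month rats gave 1 gene in females (41 with DESeq2, 1 to 4 without 1 library) and 0 in males (317 with DESeq2, 0 to 49 without 1 library). The sex difference in aging gave 395 genes (884 with DESeq2, 1040 with voom, 25 to 890 without 1 library), and that in RLX gave 0 (383, 259, 0 to 221). The cause was not tested.

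The correlation of aging and RLX effects in females was -0.6896 to -0.531 without 1 library and -0.2134 with the 24-month controls split between the comparisons, which also leaves 2 controls in each. In males it was -0.4836 to -0.1648 without 1 library.

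The lists past the threshold (21, 24, 21 and 17 in female aging, RLX in females, male aging and RLX in males) fell to 0 in every comparison with an estimated correlation and to 10, 3, 0 and 0 with fry, and without 1 library there were 11 to 19 with RLX in males. All camera calls therefore rest on the preset correlation. Of single lists, 3 reversed in male aging: NF-κB targets without aged control rat 12 (adjusted p = 1.103e-05, up to 0.8426 without another library), ribosomal proteins without the same rat (adjusted p = 0.8387, down to 9.096e-10) and oxidative phosphorylation without 9-month rat 4 (adjusted p = 0.6419, down to 0.0006539). The cause was not tested.

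Of 125 calls of named genes, DESeq2 and the exact test kept 125, all 3 groups in one fit 112, leaving out 1 library 53 to 109 and the replicate block 0. The block says nothing of these calls, since it leaves almost no residual degrees of freedom in female aging. There only rat numbers 4 and 5 occur in both groups. No call of a named gene changed direction. The rat numbers do not pair the groups. The authors' fold changes and p-values as an alternative were not run. In simulated data the quasi-likelihood test recovered 30% and 40% of 1.5-fold changes in the female comparisons and 2% and 4% in the male ones, so changes of that size are often missed.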

Differences from the paper's values

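Fabp4 in male aging has a fold change of 1.81 in the paper and -1.847 here, and no alternative set before the data were examined closes the gap (a gap closes where the log2 fold change has the paper's sign and lies within its standard error). Csf1 with RLX in males has 1.21 in the paper and -1.107 here. It falls within the paper's value only without aged control rat 12, RLX rat 2 or RLX rat 3.

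Ccl3 has fold changes of 1.23, -2.62, -1.15 and 1.89 in the paper for female aging, RLX in females, male aging and RLX in males. Here they are -1.141, 1.9, 1.219 and -2.62, the paper's values with the sexes exchanged. In female aging the gap closes without aged control rat 5 or 6 or 9-month rat 5, in male aging with voom or without aged control rat 12, and with RLX under no alternative.

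The numbers of DEGs, with the thresholds the paper states, were about 13 higher and about 96 lower with RLX in females, about 30 higher and about 28 lower in male aging, and about 10 higher and about 44 lower with RLX in males (Fig 2, read by eye). Each of these is 0 here. Of the alternatives, edgeR's exact test gives 11 higher and 108 lower and DESeq2 21 and 122 with RLX in females. In male aging DESeq2 gives 30 and 29, the exact test 31 and 39 and voom 25 and 43. With RLX in males DESeq2 gives 5 and 107, the exact test 0 and 17 and voom 11 and 151.

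The paper marks Nppa and Ifng as changed in female aging. Here the adjusted p was 0.217 for Nppa, which DESeq2 and edgeR's exact test call, and Ifng did not pass the filter (0.0551 without it). The paper marks Il1b, Il6, Nppb and Gdf15 with RLX in males. Here the adjusted p was 0.326, 0.366, 0.283 and 0.341, and only Nppb was called by other tools (DESeq2, the exact test and voom). Ccl2 with RLX in males (0.399) was called by no tool.

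Among chemoattractants the paper marks Ccl5, Ccl19 and Cxcl9 in female aging (here 0.0578, 0.0567 and 0.0771), Cxcl9 with RLX in females (0.233), and Ccl1 and Ccl21 in male aging (0.359 and 0.390). DESeq2 calls all of these, the exact test all but Cxcl9 with RLX, and voom Ccl5.

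The paper names Nppa as the gene that differs most in females, whereas 5 genes had a larger log2 fold change here. It reports NF-κB signaling as higher with female aging and lower with RLX in females. That is a prediction from its DEGs and known interactions of the regulator, a measure unlike the median of a fixed list. The NF-κB list had medians of 0.09 and 0.14 there and did not pass, and where leaving out 1 library made it pass with RLX, it rose.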

Other observations

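Heat shock genes rose with aging in females and were lower with RLX. Of 28 genes 5 rose with aging (11 when adjusted over the list alone, camera adjusted p = 1.73e-05, adjusted p = 0.354 with an estimated correlation). Hsp90aa1, a chaperone, was at 2586 ± 915 CPM (SD, n = 4) in aged controls, 1067 ± 99.95 CPM (n = 4) at 9 months and 876 ± 225 CPM (n = 4) with RLX, and Hsph1, a co-chaperone of the heat shock protein 70 family, at 592, 137 and 121 CPM. Their calls with aging (adjusted p = 0.0176 and 0.0213) were lost without 9-month rat 1 or 4 (up to 0.0783 and 0.0812). With RLX the list fell (camera adjusted p = 5.87e-06, adjusted p = 0.339 with an estimated correlation), and no gene passed with the quasi-likelihood test (14 lower and 2 higher at an unadjusted p under 0.05, 7 by DESeq2, 7 by edgeR's exact test and 0 by voom).

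Of 41 genes of oxidative phosphorylation 12 fell with aging in females (24 when adjusted over the list alone, camera adjusted p = 9.08e-14, adjusted p = 0.221 with an estimated correlation), among them Sdha, a subunit of complex II (log2 fold change -0.50, SE 0.0870, adjusted p = 0.0110), whose call was lost without 9-month rat 1 (0.0520). Without aged control rats 5 and 6 none of the 41 fell. The mean log2 CPM of the list was still lower in aged control rats 2 and 4 (8.997 and 8.866) than in every 9-month rat (9.137 to 9.172). Of 66 ribosomal protein genes 25 rose with aging in females (61 when adjusted over the list alone, camera adjusted p = 1.42e-29, adjusted p = 0.320 with an estimated correlation), and 0 without aged control rats 5 and 6. The mean log2 CPM of the list was 8.709 and 8.847 in aged control rats 2 and 4, against 8.139 to 8.534 at 9 months. Shorter genes tended to rise in female aging. The median log2 fold change was 0.106 in the shortest of 5 equal groups of genes and -0.0917 in the longest. Part of the rise of ribosomal protein genes, which are short, can come from that trend. Rpl3 rose by 0.74 (SE 0.126, adjusted p = 0.0104).

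Emr1, which encodes the macrophage protein F4/80, was at 37.7 ± 2.76 CPM (n = 4) in aged control females, 24.0 ± 4.00 CPM (n = 4) at 9 months and 25.1 ± 4.37 CPM (n = 4) with RLX. It rose with aging (log2 fold change 0.66, SE 0.1198, adjusted p = 0.0134), a call lost without 9-month rat 4 (0.0573), and had -0.60 with RLX (SE 0.119, adjusted p = 0.0825). The paper's counts of F4/80-stained macrophages in female ventricles moved the same ways, up with aging and down with RLX. Rxfp1, the relaxin receptor, was near 1 CPM in all groups, from 0.834 ± 0.585 CPM (n = 3) in 9-month males to 1.13 ± 0.336 CPM (n = 4) in RLX-treated females.

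RLX-treated 24-month females were also compared with 9-month females. Cnpy1 was the only gene past the threshold, and between RLX and aged controls it did not pass (log2 fold change 0.08, adjusted p = 0.860). At an unadjusted p under 0.05 there were 1435 genes in females and 1970 in males, where none passed.

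The samples of each comparison were also split into groups of equal size in every possible way, the real split included. In female aging 1 of 35 splits, the real one, gave as many DEGs (352, at most 2 in others), and 1 of 35 by the exact test (510, at most 40). For the number of lists 10 of 35 splits were as large (21, at most 26), so the list count does not stand out. With RLX in females all 35 splits gave at least 0 DEGs (at most 2 in others), 1 of 35 was as large by the exact test (119, at most 90) and 2 of 35 for lists (24, at most 24). For RLX-treated 24-month against 9-month females 4 of 35 were as large (1, at most 6). The sex difference in aging had 1 of 100 relabellings as large (395, at most 10), and that in RLX 100 of 100 (0, at most 163).

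In males the 10 splits are too few to judge. For aging they gave 10 (0, highest other 0), 2 by the exact test (70, highest other 88) and 2 for lists (21, highest other 22). For RLX they gave 10 (0, highest other 0), 3 by the exact test (17, highest other 122) and 2 for lists (17, highest other 19). For RLX-treated 24-month against 9-month males they gave 10 (0, highest other 19).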
